# Transcriptomic and QTL Analysis of Seed Germination Vigor under Low Temperature in Weedy Rice WR04-6

**DOI:** 10.3390/plants12040871

**Published:** 2023-02-15

**Authors:** Wenjia Wang, Ruizhi Huang, Gengwei Wu, Jian Sun, Ying Zhu, Hua Wang

**Keywords:** weedy rice, seed germination, low temperature, RNA-seq, QTL

## Abstract

Low temperature is one of the major factors affecting rice germination, and low temperature germination (LTG) is an important agronomic trait. Although significant progress has been made in the study of rice LTG, the molecular mechanism of LTG remains poorly understood. To explore more rice LTG gene resources, we first demonstrated that weedy rice WR04-6 (*Oryza sativa* f. *spontanea*) had significantly higher LTG ability at 10 °C than the cultivated rice Qishanzhan (QSZ *Oryza sativa* L. ssp. *indica*). RNA-seq was used to investigate the gene expression of WR04-6 and QSZ at 10 °C for 10, 12 and 14 days after imbibition (DAI) of seed germination. The results of Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment revealed that the differentially expressed genes (DEGs) between WR04-6 and QSZ were mainly concentrated on the response to starch catabolic processes and the response to abscisic acid (ABA). This is consistent with the results of α-amylase activity, ABA and gibberellins (GA) treatment. A recombinant inbred line (RIL) population derived from a cross between WR04-6 and QSZ and its high-density SNP genetic map were used to detect quantitative trait loci (QTL) for LTG rates. The results showed that two new QTLs were located on chromosome 3 and chromosome 12. Combined with the mapped QTLs and RNA-seq DEGs, sixteen candidate genes potentially associated with LTG were identified. Validation of the expression of the candidates by qRT-PCR were consistent with the RNA-seq data. These results will enable us to understand the genetic basis of LTG in weedy rice and provide new genetic resources for the generation of rice germplasm with improved LTG.

## 1. Introduction

Rice production can be severely affected by temperature stresses [1,2]. Owing to its growth in tropical and temperate regions, rice is usually sensitive to chilling [3,4]. In many Asian countries, direct seeding of rice has become an inevitable trend in rice cultivation and development with labor shortage [5]. However, rice faces low-temperature stress during direct seeding in the Yangtze River basin and northern China, where temperatures during sowing usually range from 10 to 15 °C [6,7]. Low temperatures are especially detrimental from the germination to the reproduction stage and in most cases lead to reduced crop yields [8,9]. LTG is one of the most important traits required for direct seeding production of rice [10]. Improved LTG allows rice to have high germination vigor and stable seedlings under low-temperature production environments, which leads to yield stability [11]. Therefore, breeding rice germplasm with low-temperature tolerance and high germination capacity has become a focus for researchers.

Previous studies have shown that rice LTG is a quantitative trait controlled by multiple genes [12,13,14]. Given that rice originated in the tropics, genetic variation in cultivated rice germplasm is very limited in identifying cold tolerance genes and alleles [3]. The few examples of alleles associated with low-temperature tolerance, such as *qLTG3-1*, are mainly from cultivated rice [15,16]. *qLTG3-1* is the main QTL identified to date that controls the low-temperature germination rate in rice. In the process of seed germination, *qLTG3-1* is specifically expressed in the aleurone layer of the seed coat and the upper layer covering the coleoptile, which may increase seed germination potential at low temperatures by regulating the cell vacuolization of these tissues, thus causing their relaxation [15]. In addition, other candidate genes or QTLs related to LTG were also isolated, for example: *qLTG-1* [17], *qLTG-9* [18] and *qLTG_sRDP2-10a* [19]. Currently, most identified QTLs for LTG were based on the segregating populations from biparental crosses. In most cases, QTLs identified from different pairs of parents do not overlap, suggesting that more QTLs exist in natural populations. *OsSAP16* has been isolated as an LTG-related gene in a genome-wide association study (GWAS). Loss-of-function of *OsSAP16* reduced germination while overexpression of *OsSAP16* enhanced germination at low temperatures [20].

Rice domestication has undergone a long period of artificial selection [21,22], during which a large number of genes, including those associated with LTG, have been lost. However, these genes are preserved in weedy rice, such as the red pericarp gene, *Rc* [23,24]. Weedy rice is a major threat to paddy fields worldwide, with a morphology intermediate between wild and cultivated rice [25,26], and a unique semi-domestication process that allows it to possess a variety of characteristics of both wild and cultivated rice [27,28]. Weedy rice has rich genetic diversity and is an excellent rice germplasm resource [29,30]. Previous studies have shown that weedy rice is rich in nutrient elements and anthocyanins [24]. Weedy rice also has various stress resistances, owing to its unique geographical characteristics [31]. With low temperatures in early spring, seed germination is mainly affected by low temperatures, resulting in decreased germination [32,33]. Different from cultivated rice, direct seeding of weedy rice benefits from its stronger LTG ability. Furthermore, there is no reproductive isolation between weedy rice and cultivated rice. Therefore, weedy rice can be used as an excellent genetic resource for improving the LTG ability of cultivated rice.

WR04-6 is a weedy rice accession whose genome sequence has already been reported [29]. In order to explore more rice LTG genes, we investigated the difference in the LTG ability between WR04-6 and QSZ. Two low-temperature germination QTLs were detected with the RIL population derived from the progenies of WR04-6 × QSZ with which the genetic map contained 3581 SNPs. Using transcriptome analysis, 16 candidate genes were screened out. This study provides a new direction for the mining of LTG genes in rice.

## 2. Results

### 2.1. LTG Ability of WR04-6 and QSZ 

The seed germination rates of WR04-6 and QSZ were tested under different temperatures (25 °C, 20 °C, 15 °C and 10 °C) to evaluate LTG. As shown in Figure 1, at 25 °C, 20 °C and 15 °C, there was no significant difference in the germination characteristics between the two accessions. At 25 °C and 20 °C, both WR04-6 and QSZ reached full germination at 3 DAI. At 15 °C, the seed germination speeds were slower than that at 25 °C and 20 °C, and both accessions reached full germination at 7 DAI. At 10 °C, the germination rates of WR04-6 and QSZ decreased significantly, and the germination times were delayed. At 10 °C, QSZ initiated germination at 12 DAI, whereas WR04-6 started germinating at 8 DAI. Both accessions reached their respective maximum germination rates (WR04-6, 85% and QSZ, 16%) at 14 DAI. These results indicated that weedy rice WR04-6 exhibited significantly higher LTG ability than cultivated rice QSZ (Figure 1).

### 2.2. RNA-seq Data Overview

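Germinating seeds of the weedy rice WR04-6 and of the cultivated rice QSZ were sampled at 10 °C at 10, 12 and 14 DAI. The RNA of 17 libraries was sequenced in pairs of 150-base reads. Each group of 1 accession at 1 time point had 3 libraries, apart from QSZ at 10 DAI, which had 2 (replicates 2 and 3). The authors deposited a table of 23223 rice genes with their positions, GO terms and KEGG pathways, in which each gene has an FPKM value and an estimated count in each of the 17 libraries. The aligner and the program that counted the reads are not given in the sources used here. The deposited counts are estimates computed from coverage and not tallies of reads. They are whole numbers, and they are 0 exactly where the FPKM is 0. Among counts from 1 to 12, the most frequent value was 4 in each of the 17 libraries, so 1 sequenced fragment stands for about 4 estimated counts. Total estimated counts were 69164347 to 72408045 per library in WR04-6 at 10 DAI (median 71461163), 69410878 to 72494532 at 12 DAI (median 69567926) and 51209499 to 68072217 at 14 DAI (median 58608158). In QSZ, the totals were 33280479 and 42313486 at 10 DAI, 64562065 to 68909607 at 12 DAI (median 67448487) and 55123515 to 60576136 at 14 DAI (median 55381046).
The estimated counts were tested with edgeR's quasi-likelihood test after TMM scaling, with all 17 libraries in 6 groups and a common estimate of the spread. Genes with an FPKM of at least 0.1 in at least 2 libraries were tested, which left 21949 genes. A gene was taken as a DEG when its p-value, adjusted by the Benjamini-Hochberg (BH) method over all genes tested, was below 0.05 and its log2 fold change, WR04-6 vs. QSZ, was at least 1 in either direction. Group values of single genes are given as the mean FPKM with its SD. A group listed at 0 allows up to 3 fragments, or 12 estimated counts over the group, which covers counting error only.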

RNA-seq analysis was performed on WR04-6 and QSZ germinated at 10 °C for 10, 12 and 14 DAI to elucidate the regulatory mechanisms of LTG vigor in WR04-6. Seventeen RNA libraries were established from three independent biological samples of two accessions. A total of 805 million raw reeds were generated. After eliminating low-quality reeds and performing quality checks, 785 million high-quality, clean reeds were obtained (Table S1). 

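Table S1 of the paper gives 28565856 to 52757812 valid reads per library. Its share of valid reads was 83.18% and 91.71% in the 2 libraries of QSZ at 10 DAI and 97.56% to 99.20% in the other 15. Its GC content was 49.5% to 50.5% in the 9 libraries of WR04-6 and 53.0% to 54.5% in the 8 of QSZ. The libraries held 1.17 to 1.39 estimated counts per valid read. Between 21372 and 21633 genes were above 0 in a WR04-6 library, and between 19874 and 21011 in a QSZ library. The 50 most abundant genes took 6.64% to 9.28% of the estimated counts in WR04-6 and 13.0% to 21.6% in QSZ. The FPKM values of a library summed to 476318 to 506969 in WR04-6 and to 555041 to 593296 in QSZ. The TMM factors were 1.04 to 1.13 in WR04-6 and 0.805 to 1.00 in QSZ.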

Clean reeds were mapped onto the rice genome https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Osativa (accessed on 27 November 2015). 

Principal component analysis (PCA) showed that samples from WR04-6 and QSZ were clustered into two major groups (Figure 2A), indicating that there were great differences in the gene expression patterns of WR04-6 and QSZ during the LTG stage. 

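PCA of log2(FPKM + 0.1) of the 21949 tested genes, centred by gene, placed 65.7% of the variance on PC1 and 12.1% on PC2. The 9 WR04-6 libraries lay on one side of PC1 and the 8 QSZ libraries on the other. The gap between the nearest libraries of the 2 accessions on PC1 was 171.6, against an SD of 15.1 within an accession, a ratio of 11.4. Without QSZ 12 DAI replicate 3 the ratio was 20.1, and without each other library in turn it was 9.72 to 14.5. On PC2 the 2 QSZ libraries of 10 DAI were lowest and replicates 2 and 3 of QSZ at 12 DAI highest, while the WR04-6 libraries of the 3 time points overlapped. With FPKM on the linear scale and each library as a variable, PC1 held 77.5% and PC2 15.9%, all 17 libraries had the same sign on PC1, and PC2 separated the accessions. From the 2 clusters of samples, the paper concludes that the gene expression patterns of WR04-6 and QSZ differed greatly during the LTG stage.

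**Figure D1:**
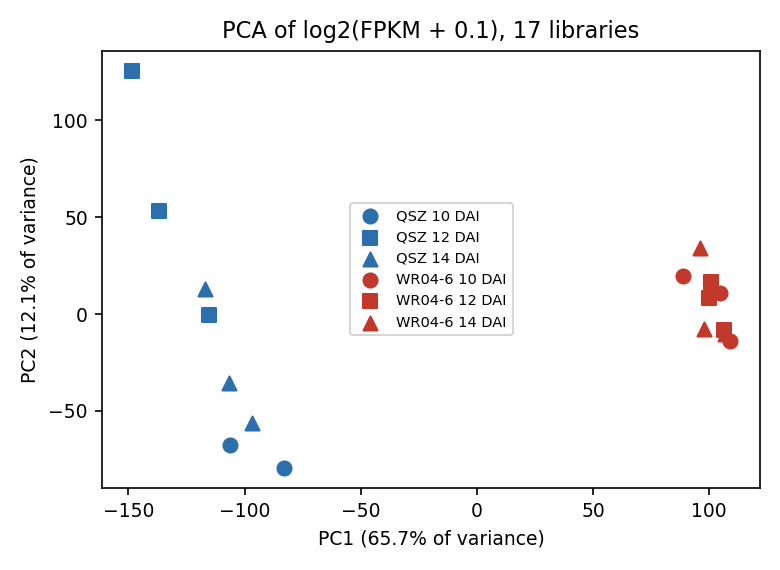
Scores of the 17 libraries on PC1 (65.7% of the variance) and PC2 (12.1%), from log2(FPKM + 0.1). Red points are WR04-6 and blue points QSZ, with 1 symbol per time point. The accessions are separated along PC1, and the QSZ libraries spread along PC2.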

Pearson’s correlation coefficients analysis also showed the RNA-seq data were highly reproducible and reliable (Figure S1). 

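Pearson's r of log2(FPKM + 0.1) was computed across the 21949 tested genes for each pair of libraries. Genes are not independent replicates, so no p-value is given. Within a group, r had a median of 0.972 over 16 pairs and ranged from 0.939 to 0.984. The lowest value was between 2 libraries of QSZ at 12 DAI. Between time points of 1 accession, the median over 48 pairs was 0.965 (range 0.886 to 0.982), and these values overlapped those within groups. Between the accessions, the median over 72 pairs was 0.840 (range 0.794 to 0.859). With FPKM on the linear scale, the 3 medians were 0.948, 0.931 and 0.609.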

Gene expression was normalized using the Fragments Per Kilobase per Million (FPKM) method. DEGs were identified by pairwise comparison of the analyzed samples using the following criteria: *p*-value <  0.05 and |log_2_FC| ≥ 1 and q < 0.05. 

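Of the 21949 tested genes, 8959 (40.8%) were DEGs at 1 or more time points in edgeR's quasi-likelihood test with BH adjustment. At all 3 time points, 2723 genes were DEGs, of which 1392 were higher and 1328 lower in WR04-6. In all, 44 genes were DEGs in opposite directions at different time points. With each library left out in turn, the total was 8421 to 9695. The alternative that moved it most was a limit of 0.01 on the adjusted p, with 7153. Averaged over the time points, 6262 genes differed between the accessions. Among DEGs of the same direction at all 3 time points whose libraries of the 2 accessions did not overlap and whose mean FPKM was at least 10 in 1 accession, 1101 genes were ranked by the averaged log2 fold change, and the 5 at each end are named. The highest in WR04-6 were LOC_Os02g12480, LOC_Os07g11920, LOC_Os06g38210, LOC_Os01g57250 and LOC_Os01g35580. LOC_Os02g12480, on chromosome 2 from 6508812 to 6513830, had an FPKM of 105 ± 17.8 (SD, n = 3) in WR04-6 at 12 DAI. It was listed at 0 in all 8 QSZ libraries, so at each time point its count was at least 3069.9-fold higher in WR04-6. Against the same limit, LOC_Os06g38210, LOC_Os01g57250 and LOC_Os01g35580 were at least 1306-fold, 1231-fold and 1134-fold higher at each time point. LOC_Os07g11920 had an FPKM of 818 ± 111 (SD, n = 3) in WR04-6 and of 0.0131 ± 0.0227 (SD, n = 3) in QSZ at 12 DAI. The lowest were LOC_Os12g17010, LOC_Os06g24990, LOC_Os01g36820, LOC_Os08g35305 and LOC_Os06g08041. LOC_Os12g17010 had an FPKM of 0.0295 ± 0.0511 (SD, n = 3) in WR04-6 and of 10034 ± 2813 (SD, n = 3) in QSZ at 12 DAI. The other 4 were listed at 0 in all 9 WR04-6 libraries and were at least 690.0-fold, 505-fold, 456-fold and 370.5-fold lower in WR04-6 at each time point, in that order. Whether the genes at 0 in all libraries of 1 accession are absent from its genome or silent was not tested. Their bounds therefore do not by themselves show a difference in regulation.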

Using these criteria, a total of 9819 DEGs between WR04-6 and QSZ were detected (Figure S2). 

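At 10 DAI, edgeR called 5169 DEGs, of which 2660 were up-regulated in WR04-6 and 2509 down-regulated. At 12 DAI, 3582 of 6479 DEGs were up-regulated and 2897 down-regulated, and at 14 DAI 2297 of 4680 were up-regulated and 2383 down-regulated. The up-regulated share was 51.5%, 55.3% and 49.1% at the 3 time points. This split moved with the scaling of the libraries. With library totals alone in place of TMM, an alternative chosen after seeing the data, 3488 genes were up-regulated and 1991 down-regulated at 10 DAI, 5258 and 2005 at 12 DAI, and 3492 and 1745 at 14 DAI. The up-regulated shares were then 63.7%, 72.4% and 66.7%. In limma on log2(FPKM + 0.1), 3916 genes were up-regulated and 1960 down-regulated at 10 DAI, 5496 and 1962 at 12 DAI, and 3635 and 1830 at 14 DAI. Other scalings moved the split the other way. Median-ratio scaling of the counts gave 2538 up- and 2632 down-regulated DEGs at 10 DAI, with up-regulated shares of 49.1%, 54.1% and 47.2% at the 3 time points, and quantile normalization in limma gave 47.5%, 46.9% and 43.1%. The median log2 fold change over all tested genes was 0.03, 0.06 and 0.08 after TMM scaling, and 0.22, 0.44 and 0.38 with library totals alone. In limma on log2(FPKM + 0.1), the medians were 0.26, 0.43 and 0.35. With each library left out in turn, the number of DEGs was 4265 to 5461 at 10 DAI, 5839 to 7112 at 12 DAI and 4129 to 5005 at 14 DAI. The libraries of the 2 accessions did not overlap for 99.0% of the DEGs at 10 DAI, 96.8% at 12 DAI and 97.2% at 14 DAI, against 62.8%, 59.3% and 51.6% of all tested genes. Chance gives 20% with 3 against 2 libraries and 10% with 3 against 3. Of these DEGs, limma on log2(FPKM + 0.1) also called 86.7%, 83.7% and 85.2%.

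**Figure D2:**
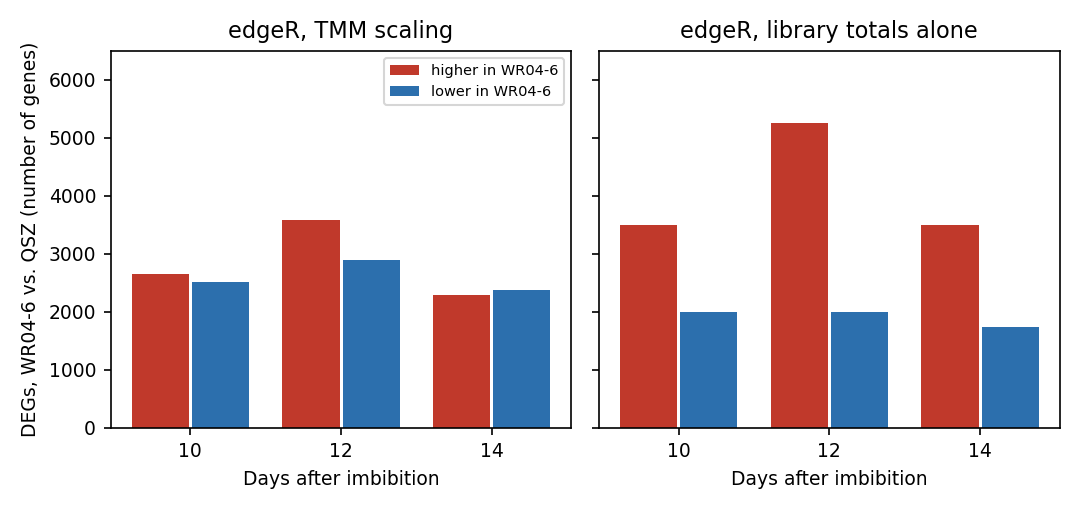
Number of DEGs, WR04-6 vs. QSZ, at 10, 12 and 14 DAI in edgeR, with TMM scaling (left) and with library totals alone (right). Red bars count genes higher and blue bars genes lower in WR04-6. With TMM scaling 2297 genes are higher and 2383 lower at 14 DAI, and with library totals alone 3492 and 1745.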

There are 6067 DEGs (3766 up-regulated and 2301 down-regulated) at 10 DAI, 6302 DEGs (4054 up-regulated and 2248 down-regulated) at 12 DAI and 5490 DEGs (3356 up-regulated and 2134 down-regulated) at 14 DAI in WR04-6 vs. QSZ. 

The gene expression levels of 13 randomly selected DEGs from each LTG stage were qualified by qRT-PCR to further evaluate the validity of DEGs characterized by transcriptomic analysis. 

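Actin (LOC_Os03g50885), the internal control of the qRT-PCR, lies on chromosome 3 from 29073995 to 29075870. Its FPKM over the 17 libraries was 267 ± 75.2 (SD, n = 17), a coefficient of variation of 28.1%. Within WR04-6 the coefficient of variation was 6.85%, and within QSZ it was 34.6%. Of the 9156 genes with a mean FPKM of at least 10, 54.2% varied less than Actin. At 12 DAI its FPKM was 325 ± 15.0 (SD, n = 3) in WR04-6 and 146 ± 20.8 (SD, n = 3) in QSZ. The log2 fold change at 12 DAI was 0.78 (standard error 0.17, edgeR, BH-adjusted p = 0.00205), with all WR04-6 libraries above all QSZ libraries, and it was positive under each scaling tried, from 0.75 with median-ratio scaling to 1.18 with quantile normalization. At 10 and 14 DAI no difference was detected by edgeR after TMM scaling (BH-adjusted p = 0.996 and 0.568). With quantile normalization in limma, the log2 fold changes there were 0.67 and 0.70. The change between time points in the accession difference was not past the threshold (edgeR interaction test, BH-adjusted p = 0.0982, below 0.05 in 2 of the 17 fits without 1 library).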

The log_2_ foldchange value of DEGs quantified using qRT-PCR and RNA-seq were significantly correlated (R^2^ = 0.8622), confirming the reliability of RNA-seq expression data (Figure 2B).

### 2.3. Functional Classification of DEGs of WR04-6 vs. QSZ during LTG

GO and KEGG analyses were performed to predict the function of the identified DEGs. GO analysis of the DEGs revealed that the significantly enriched biological process was mainly associated with the oxidation-reduction process (GO:0055114), response to abscisic acid (GO:0009737), embryo development ending in seed dormancy (GO:0009793), response to salt (GO:0009651), signal transduction (GO:0007165), response to cold (GO:0009409), response to oxidative stress (GO:0006979), response to water deprivation (GO:0009414), response to auxin (GO:0009733) and flavonoid biosynthetic process (GO:0009813) (Figure 3A,C and Figure S3A,C,E). 

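The GO terms were taken from the deposited table. The 10 GO terms and the 4 KEGG pathways named by the authors were tested by Fisher's exact test, one-sided for enrichment, separately for up- and down-regulated DEGs at each time point, with BH adjustment over the 14 terms. The background for GO was the 18644 tested genes with a GO term. Signal transduction was enriched among up-regulated DEGs at all 3 time points, with 45, 53 and 40 of its 201 genes. Its odds ratios were 2.51, 2.05 and 2.70 (Fisher's exact test, BH-adjusted p = 8.0e-06, 0.000249 and 4.9e-06). With limma on log2(FPKM + 1) its enrichment was lost at 10 and 12 DAI (BH-adjusted p = 0.0946 and 0.159), and in the other 7 alternatives it was kept at each time point. No other GO term was enriched among up-regulated DEGs. Response to abscisic acid was enriched among down-regulated DEGs at all 3 time points, with 48, 62 and 62 of its 305 genes and odds ratios of 1.54, 1.79 and 2.26 (Fisher's exact test, BH-adjusted p = 0.0138, 0.000238 and 9.0e-07). Response to cold was enriched among down-regulated DEGs at 10 and 12 DAI, with 36 and 44 of its 215 genes (Fisher's exact test, BH-adjusted p = 0.0138 and 0.00160), and not at 14 DAI (BH-adjusted p = 0.0805). Response to water deprivation and flavonoid biosynthetic process were enriched among down-regulated DEGs at all 3 time points, and oxidation-reduction process and response to oxidative stress at 10 DAI. Of 8 alternatives, 1 lost flavonoid biosynthetic process at 10 and 12 DAI and 1 lost response to oxidative stress at 10 DAI, while 2 gained response to cold at 14 DAI, 1 oxidation-reduction process at 14 DAI and 1 response to oxidative stress at 12 DAI. Embryo development ending in seed dormancy, response to salt and response to auxin were not enriched in either direction at any time point. Response to auxin was enriched among up-regulated DEGs at 12 DAI in 4 of 8 alternatives, where its BH-adjusted p ranged from 6.6e-06 to 0.525. Of the 42 pairs of term and time point, 3 were enriched among up-regulated and 19 among down-regulated DEGs. The numbers were 5 and 20 in limma on log2(FPKM + 0.1).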

The KEGG pathway analysis revealed that the DEGs between WR04-6 and QSZ were involved in starch and sucrose metabolism (osa00500), Plant hormone signal transduction (osa04075), MAPK signaling pathway-plant (osa04016), Diterpenoid biosynthesis (osa00904), etc. 

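For the KEGG pathways, the background was the 6836 tested genes with a pathway. Starch and sucrose metabolism was enriched among down-regulated DEGs at 12 and 14 DAI, with 58 and 46 of its 298 genes and odds ratios of 1.92 and 1.87 (Fisher's exact test, BH-adjusted p = 0.000148 and 0.000903). Among up-regulated DEGs it was not enriched, with its lowest BH-adjusted p of 0.0633 at 12 DAI. MAPK signaling pathway was enriched among down-regulated DEGs at 12 DAI, with an odds ratio of 1.93 (Fisher's exact test, BH-adjusted p = 0.000238). Diterpenoid biosynthesis was enriched among down-regulated DEGs at all 3 time points, with 24, 19 and 18 of its 58 genes and odds ratios of 6.60, 3.81 and 4.56 (Fisher's exact test, BH-adjusted p = 3.9e-09, 1.0e-04 and 1.0e-05). Of 8 alternatives, 1 gained starch and sucrose metabolism and 2 gained MAPK signaling pathway among down-regulated DEGs at 10 DAI. Plant hormone signal transduction was not enriched in either direction, but 3 alternatives gained it among up-regulated DEGs at 12 DAI and 1 among down-regulated DEGs at 14 DAI. With up- and down-regulated DEGs pooled, it was enriched at 12 DAI, with an odds ratio of 1.34 (Fisher's exact test, BH-adjusted p = 0.00974). Response to abscisic acid, pooled in the same way, was enriched at 14 DAI alone, with 82 of its 305 genes (Fisher's exact test, BH-adjusted p = 0.00156).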

(Figure 3B,D and Figure S3B,D,F). These results indicate that the DEGs of these terms play a vital role in regulating low-temperature tolerance during the germination stage.

Seed germination is a complex trait regulated by phytohormones and environmental conditions (such as temperature). In the present study, DEGs linked to starch and sucrose metabolism, phytohormone response and cold response were found by comparative transcriptome analysis of WR04-6 vs. QSZ during LTG (Figure 4A–D). The DEGs of seed germination were also identified by gene annotation (Figure 4E). 

ABA and GA are the major phytohormones that antagonistically control seed germination. In this research, 62 DEGs involved in ABA metabolism and signaling were detected, and 28 DEGs involved in GA metabolism and signaling were detected (Figure 4B,E). 

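DEGs of a hormone were counted by the names of the GO terms in the deposited table. Of the 503 tested genes with a GO term that names abscisic acid, 224 (44.5%) were DEGs at 1 or more time points, 98 of them up-regulated and 129 down-regulated at some time point. Of the 120 genes with a term that names gibberellin, 60 (50.0%) were DEGs, 29 of them up-regulated and 31 down-regulated. The share among all tested genes was 40.8%. The numbers of DEGs were 245 and 69 in limma on log2(FPKM + 0.1).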

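The 5 ABA-related genes were OsMFT2 (LOC_Os01g02120), OsVP1 (LOC_Os01g68370), OsNAC52 (LOC_Os05g34830), RAB21 (LOC_Os11g26790) and OsNCED5 (LOC_Os12g42280). At 10 DAI, 3 of the 5 were down-regulated DEGs, and at 12 and 14 DAI all 5 were. The same numbers were called with p-values adjusted over the list alone. The authors chose the list from these libraries, so the calls are not independent evidence. For OsMFT2, FPKM at 12 DAI was 3.93 ± 0.172 (SD, n = 3) in WR04-6 and 65.3 ± 21.8 (SD, n = 3) in QSZ. Its log2 fold change was -4.41 (standard error 0.40, edgeR, BH-adjusted p = 1.3e-06) at 12 DAI, against -2.22 at 10 DAI and -2.05 at 14 DAI, and the difference between time points had a BH-adjusted p of 0.0217 in edgeR's interaction test. For OsNCED5, no difference was detected at 10 DAI (log2 fold change -0.34, and 0.07 in limma on log2(FPKM + 0.1)), with an FPKM of 0.374 ± 0.112 (SD, n = 3) in WR04-6 and 0.404 ± 0.341 (SD, n = 2) in QSZ. At 12 DAI its FPKM was 0.222 ± 0.0308 (SD, n = 3) in WR04-6 and 16.1 ± 7.15 (SD, n = 3) in QSZ, with a log2 fold change of -6.56 (standard error 1.05, edgeR, BH-adjusted p = 0.000174), and at 14 DAI it was -4.57 (BH-adjusted p = 0.00183). The libraries of the 2 accessions overlapped at 14 DAI, since QSZ replicate 3, at 0.490, lay within the WR04-6 range of 0.0944 to 0.672. OsVP1 had log2 fold changes of -0.29, -1.42 and -1.31 at the 3 time points (edgeR, BH-adjusted p = 0.426, 0.000370 and 0.000903). Its interaction test gave a BH-adjusted p of 0.104, so a difference between time points was not shown. In RAB21, the FPKM at 14 DAI was 691 ± 197 (SD, n = 3) in WR04-6 and 3202 ± 1625 (SD, n = 3) in QSZ. Its log2 fold changes were -2.03, -2.34 and -2.51, and with quantile normalization in limma they were -0.71, -0.32 and -0.69, below the threshold. OsNAC52 fell by 1.72, 2.02 and 1.22 on the log2 scale. Its calls at 10 and 14 DAI rested on single libraries. At 10 DAI the call was lost without QSZ 10 DAI replicate 2 (log2 fold change -1.25), and at 14 DAI without WR04-6 14 DAI replicate 2 or 3 (-0.95 and -0.86) or any QSZ library of 14 DAI (-1.18 to -1.24). The call at 14 DAI was also lost with that time point alone, with the log2 ratio of mean FPKM (-0.94) and with library totals without TMM, which was added later (-0.92). In FPKM, WR04-6 14 DAI replicate 1, at 29.97, was above each QSZ library of 14 DAI.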

The ABA-related genes *OsMFT2*, *OsVP1*, *OsNAC52*, *RAB21* and *OsNCED5* were down-regulated in WR04-6. 

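Among the 5 GA-related genes OsGA3ox2 (LOC_Os01g08220), OsGA2ox5 (LOC_Os07g01340), qEPD2 (LOC_Os03g63970), OsGAMYB (LOC_Os01g59660) and OsGSR1 (LOC_Os06g15620), 1 was an up-regulated DEG at 10 DAI, 4 were at 12 DAI and 1 was at 14 DAI. With p-values adjusted over the list alone, the numbers were 1, 5 and 1. All 15 log2 fold changes were positive under each scaling tried. OsGAMYB was the gene called at all 3 time points. Its FPKM at 10 DAI was 82.3 ± 8.24 (SD, n = 3) in WR04-6 and 15.4 ± 3.34 (SD, n = 2) in QSZ, and its log2 fold changes were 2.19, 1.55 and 1.52 (edgeR, BH-adjusted p = 0.000200, 0.000585 and 0.000915). At 12 DAI, qEPD2 had an FPKM of 134 ± 37.6 (SD, n = 3) in WR04-6 and 14.3 ± 4.69 (SD, n = 3) in QSZ, a log2 fold change of 2.88 (standard error 0.28, edgeR, BH-adjusted p = 1.9e-06). It was 0.29 at 10 DAI and 0.62 at 14 DAI, neither called, and the difference between time points had a BH-adjusted p of 0.0103 in edgeR's interaction test. OsGA3ox2 was called at 12 DAI, where its log2 fold change was 2.83 (standard error 0.55, edgeR, BH-adjusted p = 0.000847). At 10 DAI, where it was 1.43 (BH-adjusted p = 0.0724), it was called by limma with pseudocounts of 0.1 and 1 and with quantile normalization, with that time point alone and without QSZ 12 DAI replicate 3, and by the settings added later, which were DESeq2, library totals without TMM and counts divided by 4. Its interaction test gave a BH-adjusted p of 0.208. OsGSR1 was called at 12 DAI, with an FPKM of 125 ± 20.4 (SD, n = 3) in WR04-6 and 6.81 ± 10.6 (SD, n = 3) in QSZ and a log2 fold change of 3.87 (standard error 0.93, edgeR, BH-adjusted p = 0.00359). The call was lost when the libraries of 12 DAI were fitted alone, and no difference between time points was shown (edgeR interaction test, BH-adjusted p = 0.154). Without QSZ 12 DAI replicate 1, the log2 fold change at 12 DAI was 7.15 and the interaction test gave a BH-adjusted p of 2.9e-05, and in the other 16 fits without 1 library the latter was not below 0.05. OsGA2ox5 was not called. Its FPKM at 12 DAI was 0.891 ± 0.469 (SD, n = 3) in WR04-6 and 0.138 ± 0.201 (SD, n = 3) in QSZ, and its log2 fold changes were 0.69, 2.32 and 2.07 (edgeR, BH-adjusted p = 0.625, 0.0592 and 0.0961). It was called at 12 and 14 DAI by limma on log2(FPKM + 0.1), with 2.28 and 1.92, and without QSZ 12 DAI replicate 1, with 4.81 and 2.07. At 14 DAI it was also called without QSZ 12 DAI replicate 3. Median-ratio scaling and quantile normalization in limma, limma without intensity trend and counts divided by 4 called it at both, a pseudocount of 0.01, DESeq2 and library totals without TMM at 12 DAI, and the libraries of 14 DAI alone at 14 DAI.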

The GA-related genes *OsGA3ox2*, *OsGA2ox5*, *qEPD2*, *OsGAMYB* and *OsGSR1* were up-regulated in WR04-6.

Thirty-five DEGs involved in cold responses were found in the WR04-6 vs. QSZ comparison, among which the well-known cold stress tolerant related genes *OsLti6*, *OsDREB1D*, *OsDREB1A*, *OsHSP23.7* and *OsMAPK6* were up-regulated in WR04-6 (Figure 4A). It was found that *qLTG3-1*, a major control gene of LTG [15,16], was present in DEGs (Figure 4A,B,E). 

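Of the 257 tested genes with a GO term that names cold, 123 (47.9%) were DEGs at 1 or more time points, 49 up-regulated and 74 down-regulated. The cold-related genes OsLti6a (LOC_Os07g44180), OsDREB1D (LOC_Os06g06970), OsDREB1A (LOC_Os09g35030) and OsMAPK6 (LOC_Os06g06090) were followed. Of these 4, 1 was an up-regulated DEG at 10 DAI, 1 at 12 DAI and 0 at 14 DAI, in edgeR with p-values adjusted over all genes or over the list alone. At 14 DAI, 1 of the 4 genes, OsMAPK6, had an unadjusted p below 0.05 in edgeR. Its log2 fold change there was 0.98 (edgeR, BH-adjusted p = 1.05e-05), just under the threshold of 1, with all WR04-6 libraries above all QSZ libraries. DESeq2 called 0 of the 4 there, and limma on log2(FPKM + 0.1) called OsMAPK6 and OsDREB1D. The FPKM of OsMAPK6 was 42.0 ± 0.542 (SD, n = 3) in WR04-6 and 12.0 ± 1.42 (SD, n = 3) in QSZ at 12 DAI. Its log2 fold change was 1.44 (standard error 0.11, edgeR, BH-adjusted p = 2.4e-07) at 12 DAI. At 10 DAI it was 1.00, just under the threshold before rounding (edgeR, BH-adjusted p = 3.4e-05), and it passed the threshold without WR04-6 10 DAI replicate 1 (1.06) or QSZ 10 DAI replicate 3 (1.03). At 14 DAI it passed without WR04-6 14 DAI replicate 1 (1.02) or QSZ 14 DAI replicate 3 (1.09). At both time points it also passed in limma with each pseudocount (1.18 to 1.27), without intensity trend, with quantile normalization (1.01 each), with the log2 ratio of mean FPKM and with library totals without TMM, a setting added later, and at 10 DAI with a replicate block (1.01). OsDREB1D was called at 10 DAI, where its FPKM was 0.304 ± 0.121 (SD, n = 3) in WR04-6 and both QSZ libraries were at 0 (edgeR, BH-adjusted p = 0.0182). The call was lost without either QSZ library of 10 DAI. It was also lost in limma on log2(FPKM + 1) and with counts divided by 4, which was added later. At 12 and 14 DAI the log2 fold changes were 2.49 and 1.94 (edgeR, BH-adjusted p = 0.0796 and 0.177). Limma with pseudocounts of 0.1 and 0.01 and without intensity trend called OsDREB1D at both, and library totals without TMM at 12 DAI. All libraries together held 228 estimated counts of this gene in WR04-6 and 25 in QSZ, so its level is known only roughly. OsLti6a had log2 fold changes of -0.82, 1.17 and 0.30 (edgeR, BH-adjusted p = 0.223, 0.0548 and 0.635) and was not called. Limma on log2(FPKM + 0.1) called it at 12 DAI, with 1.51, and so did the fits without WR04-6 10 DAI replicate 1 or 3, WR04-6 12 DAI replicate 1 or QSZ 10 DAI replicate 2, with 1.17 to 1.37. Limma with the other pseudocounts and without intensity trend, the libraries of 12 DAI alone, and DESeq2 and library totals without TMM, both added later, called it there too. At 10 DAI, without WR04-6 10 DAI replicate 1, it was called lower in WR04-6, with -1.61. OsDREB1A had an FPKM of 89.7 ± 39.6 (SD, n = 3) in WR04-6 and 18.9 ± 12.6 (SD, n = 3) in QSZ at 14 DAI. Its log2 fold changes were 1.40, -0.62 and 1.97 (edgeR, BH-adjusted p = 0.461, 0.684 and 0.204), and it was called only at 14 DAI when those libraries were fitted alone.

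**Figure D3:**
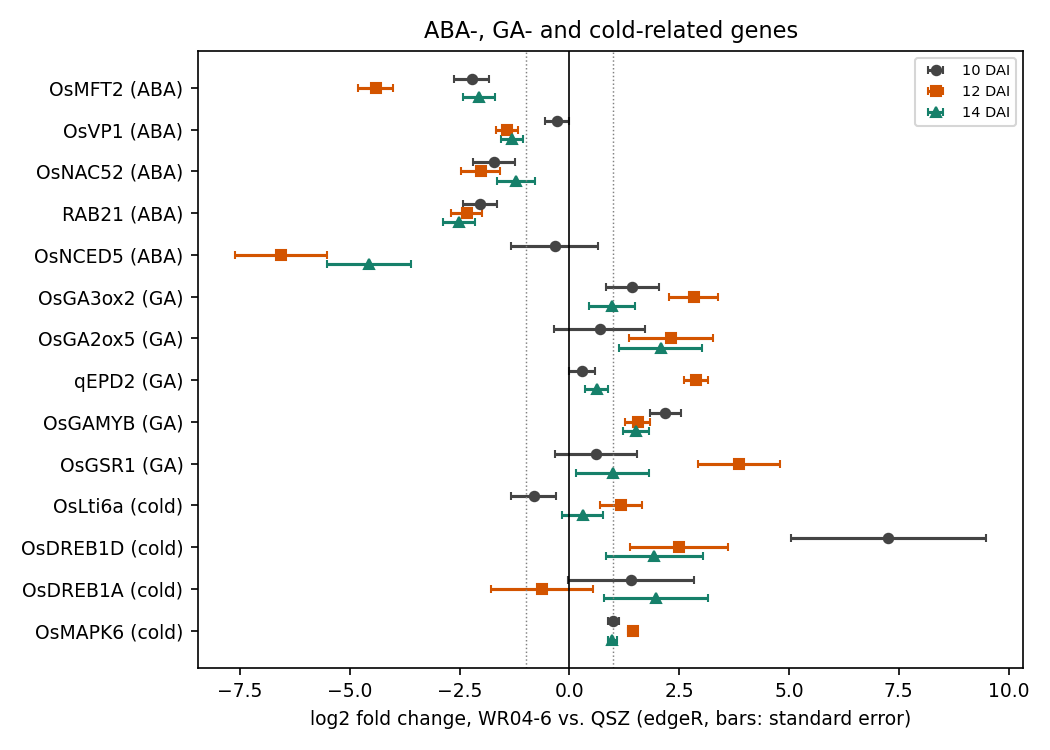
Log2 fold change, WR04-6 vs. QSZ, of the ABA-, GA- and cold-related genes at 10, 12 and 14 DAI, from edgeR after TMM scaling. Bars are approximate standard errors, derived from the log2 fold change and the quasi-likelihood F statistic. Dotted lines mark a log2 fold change of 1 in either direction. The ABA-related genes lie left of 0 at each time point and the GA-related genes right of 0.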

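The gene qLTG3-1 (LOC_Os03g01320) lies on chromosome 3 from 219977 to 221070. The deposited table describes it as a retrotransposon protein and gives it the GO terms lipid transport, response to cold and response to abscisic acid. Its FPKM at 10 DAI was 1046 ± 94.3 (SD, n = 3) in WR04-6 and 1255 ± 442 (SD, n = 2) in QSZ, at 12 DAI 1016 ± 60.9 (SD, n = 3) and 351 ± 123 (SD, n = 3), and at 14 DAI 847 ± 155 (SD, n = 3) and 697 ± 259 (SD, n = 3). At 12 DAI the log2 fold change was 1.17 (standard error 0.28, edgeR, BH-adjusted p = 0.00353), and all 3 WR04-6 libraries were above all 3 QSZ libraries. Without QSZ 12 DAI replicate 3 it was 0.93, below the threshold of 1. At 14 DAI the log2 fold change was 0.01 (standard error 0.28, edgeR, BH-adjusted p = 0.990), and the libraries of the 2 accessions overlapped. It was called at 14 DAI only with quantile normalization in limma, with a log2 fold change of 1.39. At 10 DAI it was -0.48 (standard error 0.31, edgeR, BH-adjusted p = 0.226), and with quantile normalization it was 0.90. The difference between time points had a BH-adjusted p of 0.0442 in edgeR's interaction test, which stayed below 0.05 in 3 of the 17 fits without 1 library. Averaged over the time points, an exact permutation test of the accession labels within time points, two-sided over 4000 assignments, gave p = 0.294.

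**Figure D4:**
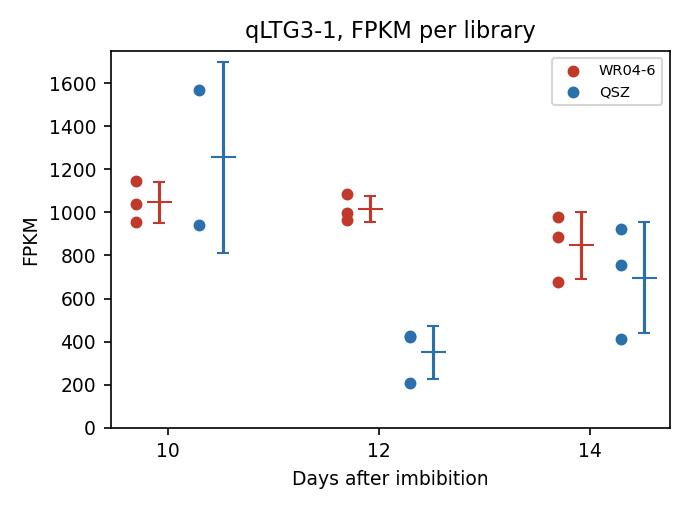
FPKM of qLTG3-1 in each library at 10, 12 and 14 DAI. Points are libraries, with WR04-6 in red and QSZ in blue, and the bars beside them are the mean and SD. All WR04-6 libraries are above all QSZ libraries at 12 DAI, and the accessions overlap at 14 DAI.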

The RNA expression levels of *qLTG3-1* were significantly higher in WR04-6 than in QSZ at 10 °C for 12 and 14 DAI.

### 2.4. α-Amylase Activities of WR04-6 and QSZ during LTG

Starch is the main component of rice seed. During rice seed germination, α-amylase hydrolyzes starch into metabolizable sugars to provide energy and nourish the developing seedling. In this study, the KEGG pathway of “Starch and sucrose metabolism” was significantly enriched (Figure 3B,D), and several DEGs related to α-amylase were detected (Figure 4E). Therefore, we analyzed the dynamic changes of α-amylase activity in WR04-6 and QSZ during LTG. 

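The deposited table describes 7 genes as α-amylase. Of these, RAmy1A (LOC_Os02g52710), on chromosome 2 from 32248279 to 32250180, was a down-regulated DEG at all 3 time points. Its FPKM at 10 DAI was 22.6 ± 5.80 (SD, n = 3) in WR04-6 and 459 ± 41.5 (SD, n = 2) in QSZ, and the log2 fold changes were -4.57, -4.27 and -3.94 (edgeR, BH-adjusted p = 0.000736, 0.000708 and 0.00152). They were negative under each scaling tried. At 12 DAI the FPKM was 12.7 ± 1.20 (SD, n = 3) in WR04-6 and 195 ± 201 (SD, n = 3) in QSZ, and the libraries of the 2 accessions overlapped, since QSZ replicate 3, at 12.55, lay within the WR04-6 range of 11.7 to 14.0. OsAmy3D (LOC_Os08g36910) was not called, with log2 fold changes of -4.11, -4.18 and -0.95 (edgeR, BH-adjusted p = 0.0769, 0.0514 and 0.636). Its value at 14 DAI turned to 0.65 in limma on log2(FPKM + 0.1), and at 12 DAI it was called without WR04-6 12 DAI replicate 2 (-7.02), QSZ 10 DAI replicate 3 (-4.25), QSZ 12 DAI replicate 1 (-4.58) or 2 (-4.70) or QSZ 14 DAI replicate 2 (-4.18). Without the last of these it was also called at 10 DAI (-4.11). Median-ratio scaling (-3.56) and quantile normalization (-3.87) in limma called it at 12 DAI, and it was called at 10 DAI with that time point alone (-4.13). Of the settings added later, DESeq2 called it at 10 and 12 DAI (-4.17 and -4.19) and counts divided by 4 at 12 DAI (-4.18). LOC_Os08g36900 was a down-regulated DEG at 12 DAI, with a log2 fold change of -1.27 (edgeR, BH-adjusted p = 0.0251), and LOC_Os09g28420 was one at 14 DAI, with -4.17 (BH-adjusted p = 0.00858). LOC_Os09g28400 was lower in WR04-6 at 10 DAI, with -4.48 (edgeR, BH-adjusted p = 0.0264), and higher at 14 DAI, with 4.21 (BH-adjusted p = 0.0304). These 3 genes were named after their values were seen. The FPKM of the 7 genes together was 489.6 ± 258 (SD, n = 9) in WR04-6 and 974 ± 339 (SD, n = 8) in QSZ, and the libraries of the 2 accessions overlapped.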

The results showed that both WR04-6 and QSZ represented a trend that first increased and then decreased (Figure 5A). Notably, α-amylase activity was higher in WR04-6 than in QSZ at the respective stages until 12 DAI, and the maximum α-amylase activity of WR04-6 was significantly higher than that of QSZ. Considering the importance of α-amylase in seed germination, the earlier induction of high level α-amylase activity of WR04-6 in the process of LTG contributed to the enhanced LTG ability of this accession.

### 2.5. Effect of ABA and GA on Seed Germination in WR04-6 and QSZ

The GO term “response to abscisic acid” was enriched in all three stages tested (Figure 3A,C and Figure S3). Genes related to GA metabolism and GA signaling were also detected in DEGs (Figure 4B). Thus, we determined the effects of ABA and GA on regulation of WR04-6 seed germination. The germination of WR04-6 and QSZ was inhibited and delayed with 10 mM ABA treatment at 25 °C. The germination rate of WR04-6 reached 21%, and that of QSZ was 0 (Figure 5B). WR04-6 showed more vigorous germinability than QSZ under ABA treatment conditions. In contrast, the germination of both accessions was identical with or without 10 μM GA treatment (data not shown). Both WR04-6 and QSZ did not germinate with the treatment of 10 μM ABA at 10 °C (data not shown). WR04-6 exhibited similar germination characteristics with or without 10 μM GA treatment. QSZ showed accelerated germination with 10 μM GA treatments (Figure 5C). It’s notable that at 10 °C, although the seed germination rate of QSZ increased from 16% to 44.6% with exogenous GA application, it was still significantly lower than that of WR04-6. The above results suggested that the better low-temperature germinability of WR04-6 was probably regulated via the ABA and/or GA pathways.

### 2.6. Identification of QTLs for LTG

To isolate the candidate genes responsible for LTG, QTL mapping was carried out with an RIL population containing 137 individuals derived from WR04-6 and cultivated rice QSZ. First, we did a segregation analysis of LTG ability in this RIL population. The frequency distribution of LTG ability in the population did not show a clear bimodal pattern, suggesting that the phenotypic effect of this population is attributed to multiple genes (Figure 6A). Combined with a high-density genetic map containing 3581 SNP markers (Figure 6B), two QTLs with LTG were detected, namely *qLTGW3* (QTL for low-temperature germination in weedy rice) and *qLTGW12* (Figure 6C). 

Based on the reference genome of Nipponbare, *qLTGW3* was delimited by Marker704308 and Marker705844 on chromosome 3, in which the physical distance was about 139 kb and 17 genes harbored. Another QTL, *qLTGW12* was mapped between Marker2591420 and Marker2602566 on chromosome 12 with an interval of about 1216 kb, in which 162 genes existed (Figure 6D).

### 2.7. Candidate Gene Prediction

To further screen the candidate genes, we first compared the expression level of the genes in *qLTGW3* and *qLTGW12* with the DEGs of RNA-seq. 

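The interval of qLTGW3 on chromosome 3 was read from Figure 6D, and the deposited table lists 9 genes in it, from LOC_Os03g29680, which starts at 16919954, to LOC_Os03g29850, which ends at 17011263. The interval of qLTGW12 on chromosome 12 holds 25 listed genes, from LOC_Os12g27770, which starts at 16370113, to LOC_Os12g29520, which ends at 17577896. Each listed gene is above 0 in at least 1 library. A mean FPKM of at least 1 over the 17 libraries was reached by 8 of the 9 genes in qLTGW3 and by 13 of the 25 in qLTGW12. With a mean FPKM of at least 0.1, the numbers were 9 and 19, with 0.5 they were 8 and 15, and with 5 they were 7 and 9.

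**Figure D5:**
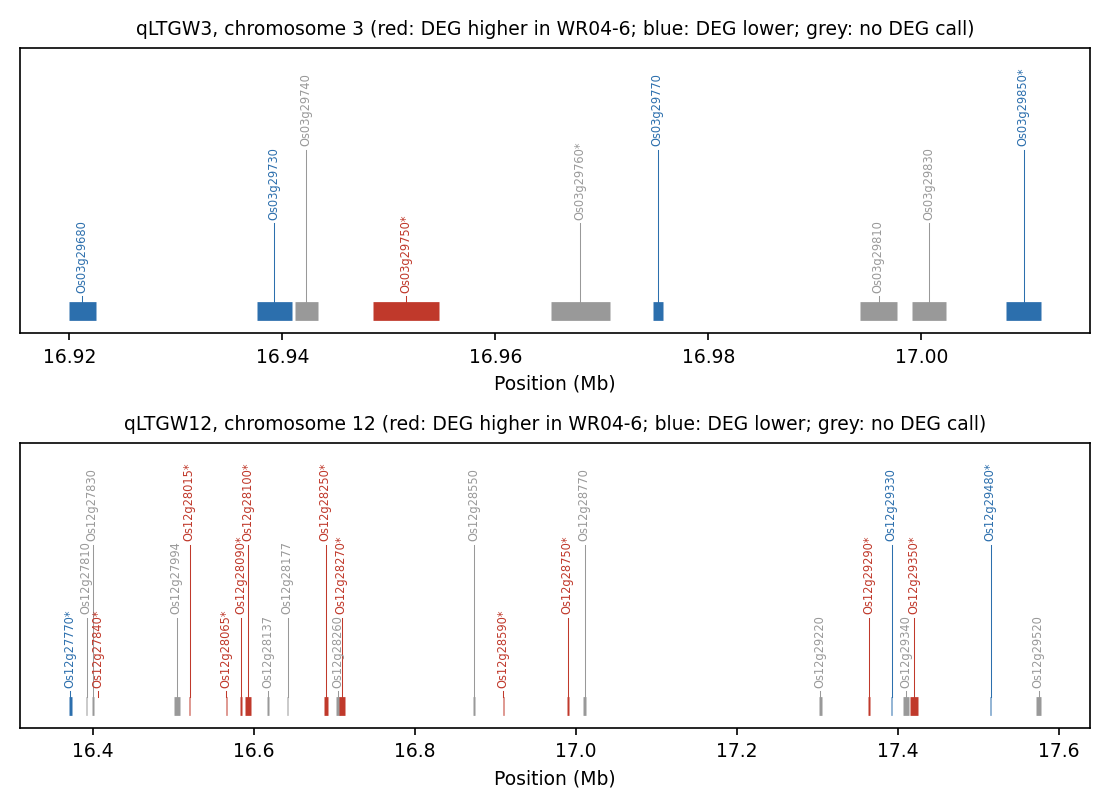
Positions in Mb of the genes listed in qLTGW3 (top) and qLTGW12 (bottom), with labels that leave out the prefix LOC_. Red genes are DEGs higher in WR04-6 at 1 or more time points, blue genes DEGs lower in WR04-6 and grey genes have no call, and an asterisk marks the candidate genes of Table S3. In qLTGW12, 14 genes have a call.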

RNA-seq data showed that 9 and 25 genes were expressed in *qLTGW3* and *qLTGW12* in the process of seed germination, respectively. Among them, there were 3 and 13 DEGs in *qLTGW3* and *qLTGW12*, respectively (Table S3). 

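In qLTGW3, 5 of the 9 tested genes (55.6%) were DEGs at 1 or more time points in edgeR with BH adjustment. They were LOC_Os03g29680, LOC_Os03g29730 and LOC_Os03g29770, which were lower in WR04-6, and 2 of the 3 candidate genes of Table S3, LOC_Os03g29750 and LOC_Os03g29850. LOC_Os03g29770 was called at all 3 time points, with negative log2 fold changes, the largest being -2.44 at 10 DAI (edgeR, BH-adjusted p = 0.000657, 0.0139 and 0.0103). LOC_Os03g29680 and LOC_Os03g29730 were called at 10 DAI, with -1.14 and -1.15 (edgeR, BH-adjusted p = 8.0e-05 and 0.00336). These 3 genes were named after their values were seen. In limma on log2(FPKM + 1) 3 genes of qLTGW3 were DEGs, and without 1 library in turn 4 to 6. In qLTGW12, 14 of the 21 tested genes (66.7%) were DEGs, which were the 13 candidate genes and LOC_Os12g29330, also named after its value was seen. LOC_Os12g29330 was lower in WR04-6 at 14 DAI, with a log2 fold change of -1.09 (edgeR, BH-adjusted p = 0.0110). In limma on log2(FPKM + 1) 8 were DEGs.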

We tested 16 candidate genes by qRT-PCR. As shown in Figure 7, all genes exhibited significantly different expressions of WR04-6 vs. QSZ, similar to those found in RNA-seq results. 

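Among the 16 candidate genes, the RNA-seq libraries gave 13 DEGs at 10 DAI (11 higher and 2 lower in WR04-6), 11 at 12 DAI (9 and 2) and 12 at 14 DAI (9 and 3). At 1 or more time points 15 were called. With p-values adjusted over the list alone, the numbers were 14, 12 and 12. In limma on log2(FPKM + 1), the alternative that moved them most, they were 8, 6 and 6, and without each library in turn they were 12 to 14, 10 to 12 and 8 to 12. The candidates were chosen from these libraries, so these counts are not independent evidence. LOC_Os12g28270 had the smallest adjusted p-values of the 16. Its FPKM was 47.5 ± 2.48 (SD, n = 3) in WR04-6 and 5.74 ± 0.481 (SD, n = 3) in QSZ at 12 DAI, with log2 fold changes of 1.99, 2.68 and 2.45 (edgeR, BH-adjusted p = 7.4e-08, 1.2e-09 and 2.2e-09). LOC_Os12g28750 had an FPKM of 6.09 ± 0.170 (SD, n = 3) in WR04-6 and 0.502 ± 0.390 (SD, n = 2) in QSZ at 10 DAI, and log2 fold changes of 3.34, 3.94 and 3.39 (edgeR, BH-adjusted p = 0.000348, 2.1e-05 and 7.9e-05). LOC_Os12g29290 had an FPKM of 1.11 ± 0.127 (SD, n = 3) in WR04-6 and 0.100 ± 0.0718 (SD, n = 3) in QSZ at 12 DAI, and log2 fold changes of 4.00, 3.02 and 3.85. No call was made by limma on log2(FPKM + 1). LOC_Os12g28015 was called higher in WR04-6 at each time point, with 2.36 at 10 DAI and 4.11 at 14 DAI (edgeR, BH-adjusted p = 0.0276, 0.0356 and 0.000558). Its call at 10 DAI was lost without WR04-6 10 DAI replicate 3 (2.14) or QSZ 10 DAI replicate 3 (1.48), and that at 12 DAI without any WR04-6 library of 12 DAI (1.66 to 1.87) or without QSZ 12 DAI replicate 1 (1.56) or 3 (1.46). The call at 10 DAI was also lost with that time point alone. LOC_Os12g27770 was lower in WR04-6. Its FPKM at 14 DAI was 0.00754 ± 0.0131 (SD, n = 3) in WR04-6 and 3.28 ± 0.634 (SD, n = 3) in QSZ, and over all libraries it had 11 estimated counts in WR04-6 and 2425 in QSZ. LOC_Os12g27840 was listed at 0 in all 8 QSZ libraries, and its count was at least 4.23-fold higher in WR04-6 at each time point. LOC_Os03g29750 was called at 10 DAI, with a log2 fold change of 1.22 (standard error 0.20, edgeR, BH-adjusted p = 0.000231). At 12 and 14 DAI it was 0.27 and 0.81, and a difference between time points was not shown (edgeR interaction test, BH-adjusted p = 0.0641, below 0.05 in 2 of the 17 fits without 1 library). At 14 DAI, where BH-adjusted p in edgeR was 0.00177, it was called in limma with each pseudocount (1.07 to 1.11) and without intensity trend, with the log2 ratio of mean FPKM and with library totals without TMM (1.12), which was added later. LOC_Os03g29850 was called lower in WR04-6 at 10 and 14 DAI, with -2.12 and -1.64 (edgeR, BH-adjusted p = 0.0162 and 0.0399). The call at 10 DAI was lost without WR04-6 10 DAI replicate 2 (-1.94) or QSZ 10 DAI replicate 2 (-1.87), and that at 14 DAI without WR04-6 14 DAI replicate 1 (-1.35) or 3 (-1.66) or QSZ 14 DAI replicate 1 (-1.66) or 3 (-1.42). At 12 DAI it was called without WR04-6 14 DAI replicate 1 (-1.46), QSZ 10 DAI replicate 3 (-1.55) or QSZ 12 DAI replicate 1 (-1.75). The same call was made with median-ratio scaling of the counts (-1.49), median-ratio scaling and quantile normalization in limma (-1.09 and -1.78), DESeq2 and counts divided by 4, both added later. Limma on log2(FPKM + 1) lost the calls at 10 and 14 DAI, and that time point alone, a replicate block and library totals without TMM lost the call at 14 DAI.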

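LOC_Os12g28590 and LOC_Os12g28250 lie on chromosome 12 from 16909016 to 16910870 and on chromosome 12 from 16686982 to 16691645. For LOC_Os12g28590, the FPKM in WR04-6 was 0.393 ± 0.257 (SD, n = 3) at 10 DAI, 0.145 ± 0.0987 (SD, n = 3) at 12 DAI and 0.136 ± 0.0963 (SD, n = 3) at 14 DAI, and for LOC_Os12g28250 it was 0.504 ± 0.379 (SD, n = 3), 0.514 ± 0.0135 (SD, n = 3) and 0.661 ± 0.251 (SD, n = 3). Both genes were listed at 0 in all 8 QSZ libraries. Over all libraries, WR04-6 had 289 estimated counts of LOC_Os12g28590 and 857 of LOC_Os12g28250. After scaling and against the limit for a group at 0, the counts at 10, 12 and 14 DAI were at least 4.56-fold, 4.01-fold and 3.12-fold higher in WR04-6 for LOC_Os12g28590, and at least 7.24-fold, 17.2-fold and 19.3-fold higher for LOC_Os12g28250. Both were called at each time point by edgeR, with BH-adjusted p of 0.00506, 0.00272 and 0.00442 for LOC_Os12g28590 and of 0.000690, 0.000113 and 0.000132 for LOC_Os12g28250. With limma on log2(FPKM + 1) neither was called. With quantile normalization in limma, LOC_Os12g28590 lost its calls at 12 and 14 DAI, with log2 fold changes of 0.71 and 0.70. At these levels, expression in QSZ below the limit was not detectable.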

Some of the genes, such as *LOC_Os12g28590* and *LOC_Os12g28250,* were expressed in WR04-6 at 10 °C for 10, 12 and 14 DAI, but not in QSZ. These data suggested that some of the candidate genes might be closely associated with LTG vigor of WR04-6.

## 3. Discussion

Previous studies on low temperature in rice have mainly focused on the seedling stage, less on LTG, and only in cultivated rice [15,17,18]. Weedy rice is a special type of rice that has no reproductive isolation with cultivated rice and can be freely hybridized, which makes it an excellent germplasm and genetic resource [30,34,35]. There have been some reports on the genes involved in stress resistance from weedy rice [31]. However, the molecular and genetic mechanisms of LTG in weedy rice are complex and require further investigation.

In this study, we first clarified that weedy rice WR04-6 has stronger LTG ability than QSZ at 10 °C. RNA-Seq was used to evaluate the transcriptomes of LTG between WR04-6 and QSZ. 

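The GO terms of the deposited table were searched for starch catabolic process, response to abscisic acid and response to cold. Of the 493 tested genes with 1 or more of these terms, 223 were DEGs at 1 or more time points in edgeR with BH adjustment. The number was 246 in limma on log2(FPKM + 0.1).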

RNA-seq results revealed that 146 DEGs were enriched in starch catabolism, response to abscisic acid and response to cold pathways during the LTG process, which is possibly responsible for the LTG differences between WR04-6 and QSZ. α-amylase is the key enzyme for starch decomposition. The activity of α-amylase positively affects the ability of rice seed germination [36]. During seed germination, α-amylase gradually decomposed starch into glucose and maltose to provide energy for seed germination. In this study, the α-amylase activity of WR04-6 was higher than QSZ at 10 °C (Figure 5A), indicating that low temperature had a lower effect on seed germination in WR04-6 than QSZ. 

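RAG2 (LOC_Os07g11380) lies on chromosome 7 from 6258913 to 6259695. Its FPKM at 12 DAI was 1909.6 ± 497 (SD, n = 3) in WR04-6 and 11453 ± 2557 (SD, n = 3) in QSZ, and the log2 fold changes at 10, 12 and 14 DAI were -2.59, -2.95 and -3.24 (edgeR, BH-adjusted p = 0.000634, 0.000132 and 9.0e-05). All WR04-6 libraries were below all QSZ libraries of the same time point. With quantile normalization in limma, the log2 fold changes were -1.02, -1.06 and -0.82, and only the call at 12 DAI was kept.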

RNA-seq data also showed that a reported α-amylase suppressor gene *LOC_Os07g11380* (*RAG2*) in WR04-6 was significantly down-regulated (Figure 4E) [37]. These data suggested that the better LTG ability resulted from the higher activity of α-amylase in WR04-6.

Previous studies have shown that α-amylase gene expression is regulated by two phytohormones (ABA and GA), where GA is a positive regulator and ABA is a negative regulator. α-amylase is synthesized de novo during seed germination in the presence of endogenous GA from the embryo [38], suggesting that ABA and GA may play crucial roles in the regulation of seed germination [39,40]. The enrichment results showed that 88 DEGs of ABA and GA synthesis or signal transduction genes were involved in the germination process of WR04-6 at low temperature (Figure 3). 

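Of the 592 tested genes with a GO term that names abscisic acid or gibberellin, 266 were DEGs at 1 or more time points. The number was 296 in limma on log2(FPKM + 0.1).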

OsMFT2 was found to provide a positive regulation for ABA-responsive genes and a negative regulation for rice seed germination by interacting with OsbZIP23/66/72 [41,42]. *OsNCED3* plays a role in regulating ABA content [43]. *Emp1* was shown at vegetative stages to be responsive to various abiotic stresses including drought, salt, coldness and the hormone ABA [44]. *OsWRKY71* encodes a transcription inhibitor in the process of GA signal transduction, which can also enhance the cold tolerance in plants [45,46]. 

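Among OsNCED3 (LOC_Os03g44380), Emp1 (LOC_Os05g28210), OsWRKY71 (LOC_Os02g08440), OsPYL3 (LOC_Os02g15640) and OsPAO5 (LOC_Os04g57560), 2 genes were DEGs at 10 DAI, 5 at 12 DAI and 3 at 14 DAI. With p-values adjusted over the list alone, the numbers were 3, 5 and 3. The FPKM of Emp1 at 12 DAI was 317 ± 76.7 (SD, n = 3) in WR04-6 and 5781 ± 2325 (SD, n = 3) in QSZ, and the log2 fold changes at the 3 time points were -2.95, -4.58 and -3.26 (edgeR, BH-adjusted p = 0.000950, 2.7e-05 and 0.000368). OsNCED3 was called lower in WR04-6 at 12 and 14 DAI, with -1.70 and -3.98 (edgeR, BH-adjusted p = 0.0103 and 5.9e-05). At 10 DAI its log2 fold change was -1.30 (edgeR, BH-adjusted p = 0.0667), and without WR04-6 10 DAI replicate 2 it was -2.02 and called. It was also called there with median-ratio scaling (-1.55) and quantile normalization (-1.74) in limma and by DESeq2, which was added later. The call at 12 DAI was lost in limma with a pseudocount of 0.01 (-1.31). OsWRKY71 was called lower at 10 and 12 DAI, with -1.06 and -2.36 (edgeR, BH-adjusted p = 0.0114 and 1.6e-05), and at 14 DAI it was -0.76 (BH-adjusted p = 0.0394). The difference between time points had a BH-adjusted p of 0.0373 in the interaction test. The call at 10 DAI was lost without WR04-6 10 DAI replicate 1 (-0.93) or 2 (-0.87) or QSZ 10 DAI replicate 2 (-0.68), and in limma on log2(FPKM + 0.1) (-0.85). It was also lost in limma with the other pseudocounts and without intensity trend, with that time point alone, with the log2 ratio of mean FPKM and with library totals without TMM, which was added later.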

At 10 °C, the expression level of *OsMFT2*, *OsNCED3*, *Emp1* and *OsWRKY71* in WR04-6 were significantly lower than that in QSZ. *OsPYL3* positively regulated the ABA response during seed germination. The overexpression of *OsPYL3* substantially improved drought and cold stress tolerance in rice [47]. In our study, the expression level of *OsPYL3* was higher in WR04-6 than in QSZ. These results indicated that ABA and/or GA signal transduction and synthesis gene expression of ABA or GA are affected by low-temperature conditions, and WR04-6 is endowed with greater cold tolerance to ensure normal seed germination. 

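The FPKM of OsPYL3 at 10 DAI was 13.1 ± 2.45 (SD, n = 3) in WR04-6 and 18.4 ± 1.47 (SD, n = 2) in QSZ, at 12 DAI 15.8 ± 0.985 (SD, n = 3) and 5.18 ± 0.368 (SD, n = 3), and at 14 DAI 13.8 ± 3.61 (SD, n = 3) and 8.57 ± 1.16 (SD, n = 3). The log2 fold change was 1.23 (standard error 0.20, edgeR, BH-adjusted p = 0.000206) at 12 DAI, where it was called, and 0.40 (BH-adjusted p = 0.123) at 14 DAI. At 10 DAI it was -0.72 (edgeR, BH-adjusted p = 0.0158), lower in WR04-6. The difference between time points had a BH-adjusted p of 0.0116 in edgeR's interaction test, below 0.05 without each library in turn.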

The expression level of these genes may be one of the reasons why WR04-6 has a stronger LTG ability than QSZ.

In addition to ABA and GA, the major gene responsible for LTG in rice, *qLTG3-1*, was enriched to seed germination and cold-related term. In the process of seed germination, *qLTG3-1* is specifically expressed in the aleurone layer of the seed coat and the upper germ layer covering the coleoptile, which may increase the germination potential of seeds at low temperature by regulating the cell vacuolation of these tissues [15,16]. RNA-seq results showed that *qLTG3-1* was a DEG, and its expression was higher in WR04-6 than that in QSZ (data not shown), but was not localized in the QTL mapping interval. This result indicated that *qLTG3-1* is a key gene responsible for the difference in LTG ability between WR04-6 and QSZ, but other genes still played an important role in the LTG of WR04-6. 

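OsPAO5 lies on chromosome 4 from 34244247 to 34248323. Its FPKM at 12 DAI was 53.5 ± 2.53 (SD, n = 3) in WR04-6 and 16.5 ± 1.31 (SD, n = 3) in QSZ, with a log2 fold change of 1.32 (standard error 0.15, edgeR, BH-adjusted p = 1.1e-05). It was 1.08 (edgeR, BH-adjusted p = 8.1e-05) at 14 DAI and 0.88 (BH-adjusted p = 0.00106) at 10 DAI, below the threshold of 1. Without QSZ 10 DAI replicate 3 the value at 10 DAI was 1.22 and called, and without WR04-6 14 DAI replicate 2 that at 14 DAI was just under 1 and not called. The value at 10 DAI was also past the threshold in limma with each pseudocount (1.11 to 1.15) and without intensity trend, with the log2 ratio of mean FPKM, and with library totals without TMM, which was added later (1.05). A difference between time points was not shown (edgeR interaction test, BH-adjusted p = 0.369).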

Other genes such as *OsPYL3*, *OsPAO5*, *OsMFT2*, *OsNCED3*, *Emp1* and *OsWRKY71* also played a significant role in LTG (Figure 5). 

Previous studies have shown that ABA and GA play key roles in the germination of *Arabidopsis* seeds. The expression of ABA- and GA-related genes in *Arabidopsis* is altered by low-temperature stress to regulate seed germination [48]. A large number of ABA, GA and α-amylase related DEGs between WR04-6 and QSZ were detected in RNA-seq, and changes in ABA and GA content affect the expression level of an α-amylase gene. Therefore, we speculate that WR04-6 may indirectly adjust α-amylase activity at low temperature by regulating the expression level of ABA- and GA-related genes to improve LTG ability.

LTG is a complex trait, as is evident from many QTLs identified from previous studies using biparental mapping. WR04-6 is the first weedy rice with an assembled genome [29], and a gene resistant to hypoxia germination (*OsGF14h*) has recently been isolated [31]. As a semi-domesticated species, weedy rice differs greatly from cultivated rice in the genome. It causes a stronger segregation phenomenon in the construction of genetic population, but also gives more potential genetic resources. In the present study, two QTLs (*qLTGW3* and *qLTGW12*) with LTG were first detected through QTL mapping from the RIL of WR04-6 × QSZ. Different from the traditional molecular marker mapping, the genetic map constructed by high-density SNP allows us to obtain a smaller QTL interval. New QTLs identified in this study indicate that more new genes contribute to variation in LTG in WR04-6 than previously detected.

Multigroup analysis is a common method in modern molecular biology. By combining RNA-seq and qRT-PCR analysis, 16 candidate genes were located in the two QTLs. Our qRT-PCR validation results are consistent with the RNA-seq results in the trend, but the relatively small value of gene expression level is due to the use of 2^−ΔCT^ value calculation. We found one of the candidate genes (*LOC_Os03g29760*) has been proven to be resistant to rice blast, bacterial blight, high salt and drought (Table S3). Based on the expression difference between WR04-6 and QSZ under low temperature, we speculate that *LOC_Os03g29760* may impart resistance to low-temperature stress. 

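LOC_Os03g29760 lies on chromosome 3 from 16965186 to 16970772. Its FPKM at 14 DAI was 16.0 ± 2.67 (SD, n = 3) in WR04-6 and 6.96 ± 1.03 (SD, n = 3) in QSZ. The log2 fold changes were 0.83, 0.39 and 0.91 (edgeR, BH-adjusted p = 0.00259, 0.0608 and 0.000523), below the threshold of 1 at each time point, although all WR04-6 libraries were above all QSZ libraries of the same time point. It was called at 10 and 14 DAI by limma on log2(FPKM + 0.1), with 1.04 and 1.19, and at 14 DAI without WR04-6 14 DAI replicate 3, with 1.03. Limma with a pseudocount of 0.01 and without intensity trend, the log2 ratio of mean FPKM, and library totals without TMM, which was added later, called it at both, and limma on log2(FPKM + 1) at 14 DAI.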

*LOC_Os12*g28590 and *LOC_Os12g28250* were expressed in WR04-6 at 10 °C, but not in QSZ (Figure 7). This obvious difference is consistent with its LTG phenotype, indicating that it may be related to LTG. *LOC_Os12g28100*, *LOC_ Os12g28250* and *LOC_Os12g29290* are disease resistance proteins, indicating that they are related to plant resistance. *LOC_Os12g28590* and *LOC_Os12g29350* are related to ATP protein and may participate in the pathway of starch hydrolysis to produce ATP during LTG (Table S3). Previous studies have shown that rice low-temperature tolerance genes include *CBF* (Calmodulin-binding transcription activator) and *MYB* (v-myb avian myeloblastosis viral oncogene homolog) families, etc. *CBF* responded quickly and transiently to low-temperature signals, while *MYB* responded slightly slowly to low-temperature stress [49,50]. The results showed that *LOC_Os12g28065*, *LOC_Os12g28100* and *LOC_Os12g29350* were only expressed at 10 and 12 DAI. 

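The FPKM of LOC_Os12g28065 in WR04-6 was 0.346 ± 0.274 (SD, n = 3) at 10 DAI, 0.233 ± 0.119 (SD, n = 3) at 12 DAI and 0.172 ± 0.0243 (SD, n = 3) at 14 DAI, and in QSZ it was 0 at 10 and 12 DAI and 0.0110 ± 0.0190 (SD, n = 3) at 14 DAI. It was called higher in WR04-6 at each time point (edgeR, BH-adjusted p = 0.0142, 0.00422 and 0.0415), on 165 estimated counts in WR04-6 and 2 in QSZ over all libraries. The call at 10 DAI was lost without either QSZ library of 10 DAI, and that at 14 DAI without WR04-6 10 DAI replicate 1, WR04-6 12 DAI replicate 2 or 3 (3.51 each), any WR04-6 library of 14 DAI (3.45 to 3.63) or QSZ 14 DAI replicate 1 or 2 (2.99 and 3.00). With that time point alone the calls at 10 and 14 DAI were lost. Limma on log2(FPKM + 1) lost all 3, and no filter, a replicate block and quantile normalization lost that at 14 DAI. LOC_Os12g28100 had an FPKM of 8.14 ± 0.463 (SD, n = 3) in WR04-6 and 3.03 ± 0.545 (SD, n = 2) in QSZ at 10 DAI, and of 7.10 ± 0.625 (SD, n = 3) and 4.79 ± 0.728 (SD, n = 3) at 14 DAI. It was called at 10 DAI, with a log2 fold change of 1.20 (standard error 0.17, edgeR, BH-adjusted p = 7.4e-05), and the difference between time points had a BH-adjusted p of 0.0270 in the interaction test. LOC_Os12g29350 had an FPKM of 3.97 ± 0.625 (SD, n = 3) in WR04-6 and 1.32 ± 0.294 (SD, n = 2) in QSZ at 10 DAI, and of 3.20 ± 0.261 (SD, n = 3) and 2.32 ± 0.603 (SD, n = 3) at 14 DAI. At 10 DAI it was called, with a log2 fold change of 1.35 (standard error 0.23, edgeR, BH-adjusted p = 0.000381), and its interaction test gave a BH-adjusted p of 0.0154.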

*LOC_Os12g28090* was expressed at 12 and 14 DAI. 

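In WR04-6, LOC_Os12g28090 had an FPKM of 0.338 ± 0.126 (SD, n = 3) at 10 DAI, 0.287 ± 0.143 (SD, n = 3) at 12 DAI and 0.395 ± 0.113 (SD, n = 3) at 14 DAI, and in QSZ 0.0930 ± 0.132 (SD, n = 2), 0.0108 ± 0.0187 (SD, n = 3) and 0.0321 ± 0.0188 (SD, n = 3). It was called at 12 and 14 DAI, with log2 fold changes of 4.20 and 3.12 (edgeR, BH-adjusted p = 0.0143 and 0.0473), against 1.55 at 10 DAI (BH-adjusted p = 0.354). A difference between time points was not shown (edgeR interaction test, BH-adjusted p = 0.525). The call at 14 DAI was lost in 12 of the 17 fits without 1 library, which were those without 1 of the 9 WR04-6 libraries or 1 of the 3 QSZ libraries of 14 DAI, with log2 fold changes of 2.93 to 3.54. It was also lost with no filter on low values, median-ratio scaling of the counts, a replicate block and limma on log2(FPKM + 1), which lost the call at 12 DAI too. At 10 DAI the gene was called by limma with pseudocounts of 0.1 and 0.01 and without intensity trend, and without QSZ 10 DAI replicate 2, where the only QSZ library left is at 0.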

*LOC_Os12g29480* was expressed at 12 DAI. 

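LOC_Os12g29480 had an FPKM of 0.917 ± 0.368 (SD, n = 3) in WR04-6 and 1.73 ± 0.537 (SD, n = 2) in QSZ at 10 DAI, of 0.665 ± 0.0716 (SD, n = 3) and 2.85 ± 0.478 (SD, n = 3) at 12 DAI and of 1.36 ± 0.731 (SD, n = 3) and 2.59 ± 0.740 (SD, n = 3) at 14 DAI. It was called lower in WR04-6 at 12 and 14 DAI, with log2 fold changes of -2.45 and -1.20 (edgeR, BH-adjusted p = 0.000468 and 0.0371), against -1.16 at 10 DAI (BH-adjusted p = 0.0609). The call at 14 DAI was lost without WR04-6 14 DAI replicate 2 (-0.93) or 3 (-1.08) or QSZ 14 DAI replicate 1 (-1.22) or 2 (-0.98). It was also lost in limma with pseudocounts of 0.1 and 1 (-0.96 and -0.63) and without intensity trend, with that time point alone, with the log2 ratio of mean FPKM and with library totals without TMM, which was added later. At 10 DAI it was called without QSZ 10 DAI replicate 3 (-1.53) or WR04-6 14 DAI replicate 1 (-1.16). Median-ratio scaling and quantile normalization in limma, and DESeq2, which was added later, called it there too. No difference between time points was shown (edgeR interaction test, BH-adjusted p = 0.255).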

The other candidate genes are expressed at 10, 12 and 14 DAI. This shows that these genes in WR04-6 respond to low temperatures at different stages. Further, there are many unknown genes and transposon proteins in the candidate genes, which will also be our potential target. Next, we will carry out functional verification around these key genes and explore their mechanisms. This endeavor will help us to improve the LTG ability of the cultivated rice in breeding programs.

## 4. Materials and Methods

### 4.1. Plant Materials

WR04-6 (weedy rice), was crossed with QSZ (cultivated rice) to produce the resultant F_1_ plants. One hundred and thirty-seven F_7_ lines (RILs) were developed from the resultant F_1_ plants using the single-seed descent method. The 137 RILs and their 2 parental lines were grown in the experimental base of Zhejiang Academy of Agricultural Sciences, Haining District, Hangzhou City, Zhejiang Province (120°12′ E, 30°16′ N). In the field experiments, plants were spaced at 30 cm × 10 cm. Mature seeds were collected for seed germination analysis.

### 4.2. Assay of Seed Germination

Fifty seeds from each accession (with three biological replications) were put in an oven at 50 °C for 48 h to break dormancy [18]. Then the seeds were placed on two layers of moistened filter paper in a 10 cm Petri dish and put into an incubator for temperature treatment. The seed germination test was conducted in the growth chamber at 10 °C, 15 °C, 20 °C and 25 °C under 12 h light/12 h day conditions. Seed germination was considered to have occurred when the epiblast was broken and the white embryo emerged. The germination rate was counted every 2 days within 14 DAI. All germination experiments were repeated three times in the same conditions.

### 4.3. RNA-seq

Low-temperature (10 °C) germinating seeds of WR04-6 and QSZ were collected at 10, 12 and 14 DAI, with 3 biological replications. Samples were immediately frozen in liquid nitrogen and stored at −80 °C until analyzed. The total RNA of the seeds was isolated and purified by TRIzol (Thermofisher, Waltham, MA, USA, 15596018). To control the quantity and purity of total RNA, NanoDrop ND 1000 (NanoDrop, Wilmington, DE, USA) was used, and to detect the integrity of RNA samples a Bioanalyzer 2100 (Agilent, CA, USA) was used. Finally, we used Illumina NovaseqTM 6000 (Illumina Inc., San Diego, CA, USA) to perform double-ended sequencing. The sequencing mode was PE150.

The Pearson correlation coefficient between samples and PCA were used to verify the repeatability among samples and exclude outliers. Significantly differentially expressed genes were identified based on a *p*-value of ≤0.05 and a log_2_ fold-change of (log_2_FC) ≥ 1. Ontology analyses of these genes were carried out by referring to GOseq http://geneontology.org (accessed on 24 February 2018) [51]. Pathway enrichment analyses were conducted using the KEGG database http://www.kegg.jp/kegg (accessed on 1 October 2017) [52].

### 4.4. RNA Extraction and qRT-PCR

The low-temperature (10 °C at 10, 12 and 14 DAI) germinating seeds of WR04-6 and QSZ used for qRT-PCR were the same samples used for RNA-seq. Total RNA was isolated individually from these germinating rice seeds using an E.Z.N.A ^®^Plant RNA Kit (Omega Bio-Tek, Norcross, GA, USA). The extracted 1µg RNA was reverse-transcripted to cDNA using a reverse transcription kit (Takara Bio Inc. Nojihigashi, Kusatsu, Shiga, Japan), and qRT-PCR was carried out in a total volume of 25 μL, containing 100 ng cDNA, 0.1 μM of each primer and 12.5 μL of 2X TB Green Premix Ex Taq (Tli RNaseH Plus) (Takara Bio Inc. Nojihigashi, Kusatsu, Shiga, Japan), with three biological replicates for each gene. The PCR program used for the qRT-PCR was as follows: a denaturation step (95 °C/30 s) followed by 40 cycles of 95 °C/5 s and 60 °C/30 s, and the final step of the Melt Curve was used for analysis to confirm the PCR product specificity. Data were collected in accordance with the CFX96 Real-Time PCR Detection System (Model No. CXF96^TM^ Optics Module, Bio-Rad Laboratories, Inc., Hercules, CA, USA). For validation of the RNA-seq data, thirteen genes scanned by RNA-seq were randomly selected, and the correlation between qRT-PCR results and RNA-seq data was analyzed to verify the accuracy of RNA-seq [53,54]. Primers were designed according to the gene ID using Primer5.0 and listed in Supplementary Table S2. The relative expression level data were analyzed using the 2^−ΔCT^ method, with *Actin* (*LOC_Os03g50885*) used as the internal control (Table S2). 

### 4.5. α-Amylase Activity Determination

The seed germination conditions were the same as for RNA-seq (10 °C). Germinating seeds were harvested at 2, 4, 6, 8, 10, 12 and 14 DAI for enzyme extraction with 3 biological replications. The α-amylase activity was determined by using a plant α-amylase (AMS) enzyme-linked immunosorbent assay kit (Suzhou Grace Biotechnology Co., Ltd., Suzhou, China), following the manufacturer’s instructions. We weighed 0.2 g of seeds after low-temperature treatment and extracted the bold matter with alcohol for determination.We tested α-amylase activity after the β-amylase was inactivated by heating at 70 °C. Starch was first converted to reducing sugar by catalyzing with α-amylase. Then, the reducing sugar was subjected to the reaction with 3, 5-dinitrosalicylic acid, which produced a brownish red product with maximum absorption at 540 nm. The α-amylase activity was detected by measuring the absorbance at 540 nm.

### 4.6. Characteristics of Seed Germination under ABA or GA Treatment

Seed germination tests treated by ABA or GA were performed as described above, but the water in the filter paper was replaced with 10 μM ABA or 10 μM GA solution [38,39,55]. ABA and GA temperature treatments were set at 10 °C and 25 °C. The number of germinated seeds was counted every day. 

### 4.7. QTL Mapping

To further explore the LTG genetic mechanism of WR04-6 and identify important LTG genes, an RIL population of 137 individuals was developed by single-seed descent from a cross between WR04-6 and QSZ. The germination rate of seeds from the RIL population was determined at the period (10 °C, 14 DAI) when the parental LTG ability was most significantly different. The population germination rate was measured simultaneously at 25 °C for 3 DAI as a control. The relative germination rate used for QTL was 10 °C for 14 DAI/ 25 °C for 3 DAI × 100% [19,20]. A total of 5,371 SNP markers from the genome assembly of WR04-6 and SLAF-seq of RIL [13,29,56] well-distributed in the whole genome were selected to screen both the parents WR04-6 and QSZ for polymorphism. SNPs that showed a good polymorphism in parents were used for genotyping of the RIL population. 3581 of 5371 SNPs were found to be highly polymorphic and were further used to construct linkage maps of the RIL population. The linkage map was constructed with MST map software for Linux [57] using Kosambi mapping distance and genotyping error detection. QTL mapping was performed by composite interval mapping (CIM) using the software WinQTL Cartographer v2.5. The experiment-wise threshold log of the odds ratio (LOD) scores for detection of QTL was calculated based on 1000 permutations at *p* ≤ 0.05 [58], and the LOD threshold value for declaring a QTL was set to 2.5. 

### 4.8. Statistical Analysis

All experiments were conducted with at least three biological replicates. Student’s *t*-tests were conducted using Microsoft Excel software to detect differences.

## 5. Conclusions

We demonstrated that WR04-6 has a stronger LTG ability than QSZ. The strong LTG of WR04-6 may be affected by ABA, GA and α-amylase and other related pathways. The *qLTG3-1* may play an important role in the LTG difference between WR04-6 and QSZ. Two new low-temperature germination QTLs were detected used the RIL population of WR04-6 × QSZ, and sixteen candidate genes were screened out. LTG genes in two new QTLs of WR04-6 can be utilized for the improvement of LTG in rice breeding programs, supporting the importance of utilizing natural variation for functional and breeding research in LTG.

## Figures and Tables

**Figure 1:**
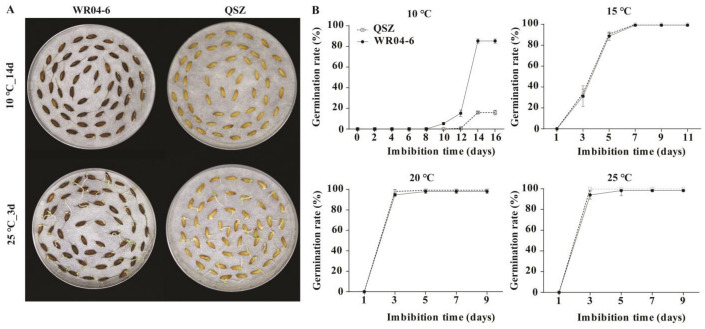
Low-temperature germinability of WR04-6 and QSZ. (**A**) Germination phenotype of WR04-6 and QSZ at 25 °C for 3 DAI and at 10 °C for 14 DAI. (**B**) Time course of germination rates at different temperatures. The modest square is QSZ. The solid circle is WR04-6. Three biological repeats were conducted. Error bars represent SD (*n* = 3).

**Figure 2:**
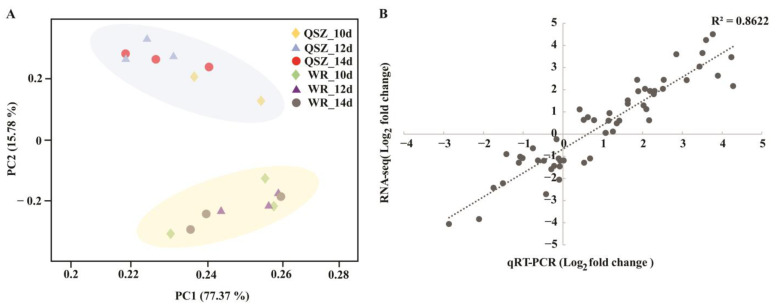
Evaluation of the reliability of RNA-seq data by PCA and qRT-PCR. (**A**) PCA of RNA-seq data of WR04-6 and QSZ under 10 °C for 10, 12 and 14 DAI. The X-axis represents the first principal component (PC1), and the Y-axis represents the second principal component (PC2). (**B**) Correlation between the log_2_ fold change in qRT-PCR (WR04-6 vs. QSZ) and RNA-seq (WR04-6 vs. QSZ).

**Figure 3:**
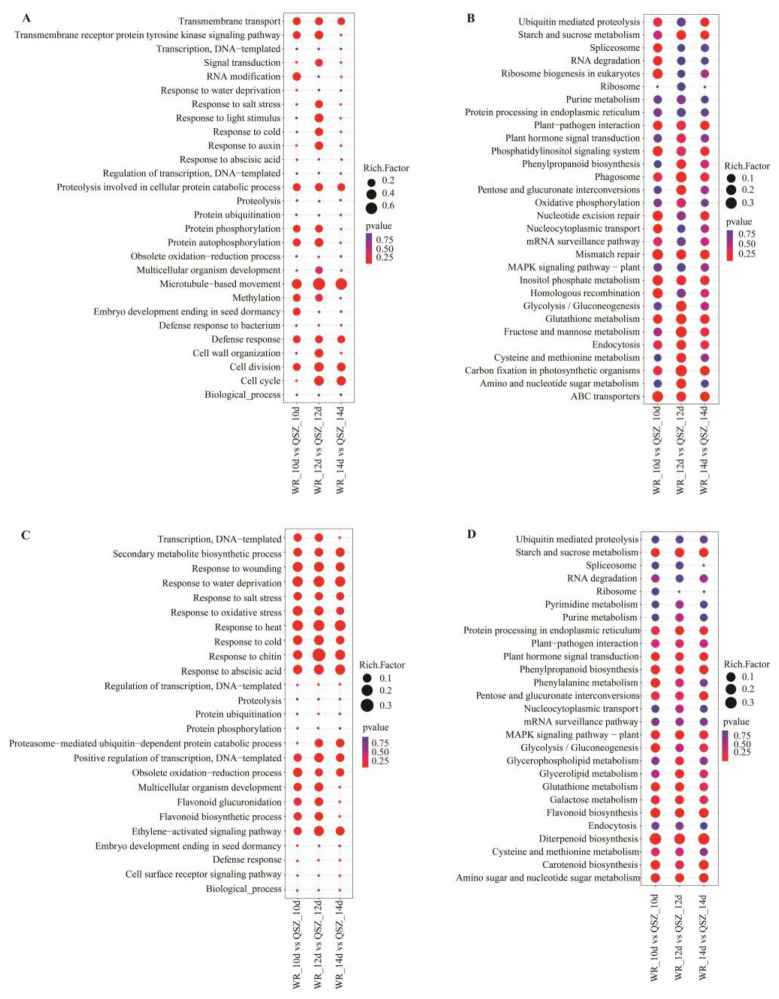
Enrichment analysis of DEGs between WR04-6 and QSZ at 10 °C. (**A**) Top 20 enriched GO-BP terms of the up-regulated DEGs (*p* ≤ 0.05). (**B**) Top 20 enriched KEGG pathways of the up-regulated DEGs (*p* ≤ 0.05). (**C**) Top 20 enriched GO-BP terms of the down-regulated DEGs (*p* ≤ 0.05). (**D**) Top 20 enriched KEGG pathways of the down-regulated DEGs (*p* ≤ 0.05).

**Figure 4:**
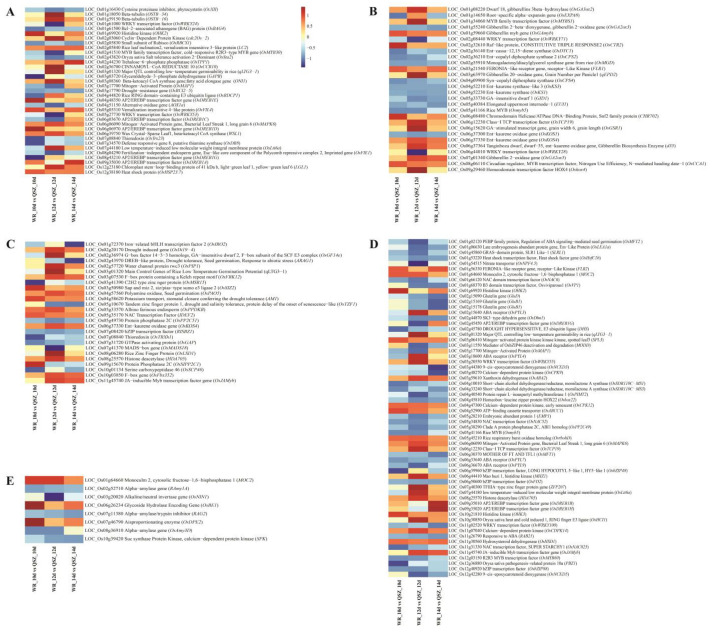
Heat maps of representative DEGs of different catalogs. (**A**) DEGs related to cold. (**B**) DEGs related to GA. (**C**) DEGs related to seed germination. (**D**) DEGs related to ABA. (**E**) DEGs related to α-amylase. The log_2_ fold change values of WR04-6 vs. QSZ at respective time points were used to create the heatmap. Red represents the up-regulated gene of WR04-6, and blue represents the down-regulated gene of WR04-6. The color depth indicates the degree of up and down.

**Figure 5:**
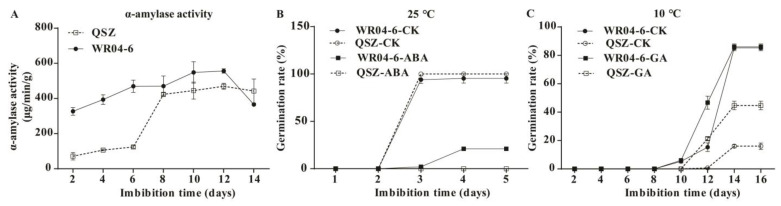
LTG-related index detection. (**A**) Time course of α-amylase activity of WR04-6 and QSZ germinated at 10 °C. (**B**) Germination behavior of WR04-6 and QSZ under 10 μM ABA treatment at 25 °C. (**C**) Germination behavior of WR04-6 and QSZ under 10 μM GA treatment at 10 °C. Error bars indicate SD (*n* = 3).

**Figure 6:**
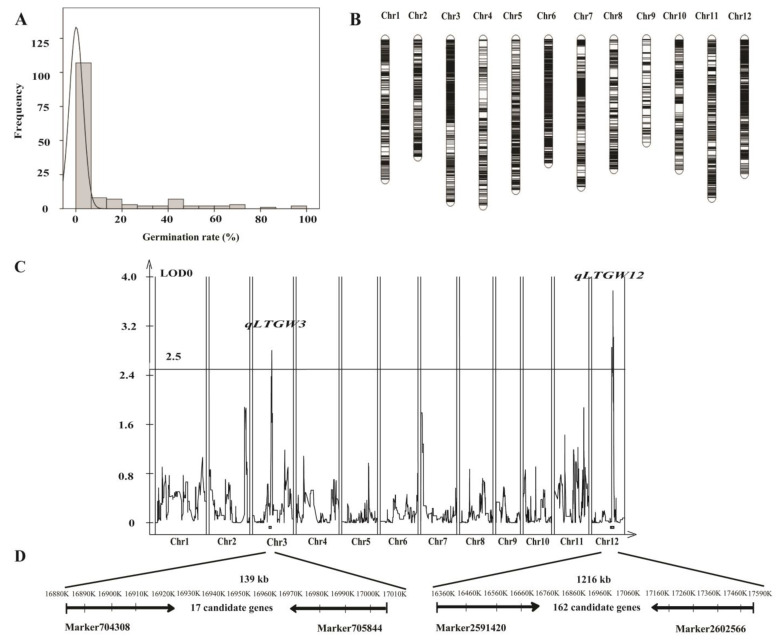
QTL mapping for the LTG. (**A**) The frequency distribution of LTG rates for the RIL population of WR04-6 × QSZ. (**B**) Genetic map of the RIL population constructed by WR04-6 × QSZ. Each black horizontal line is a marker. (**C**) QTL mapping of LTG in the RIL populations of WR04-6 × QSZ. (**D**) The QTL was narrowed down to a 139 kb region on chromosome 3 and a 1216 kb region on chromosome 12.

**Figure 7:**
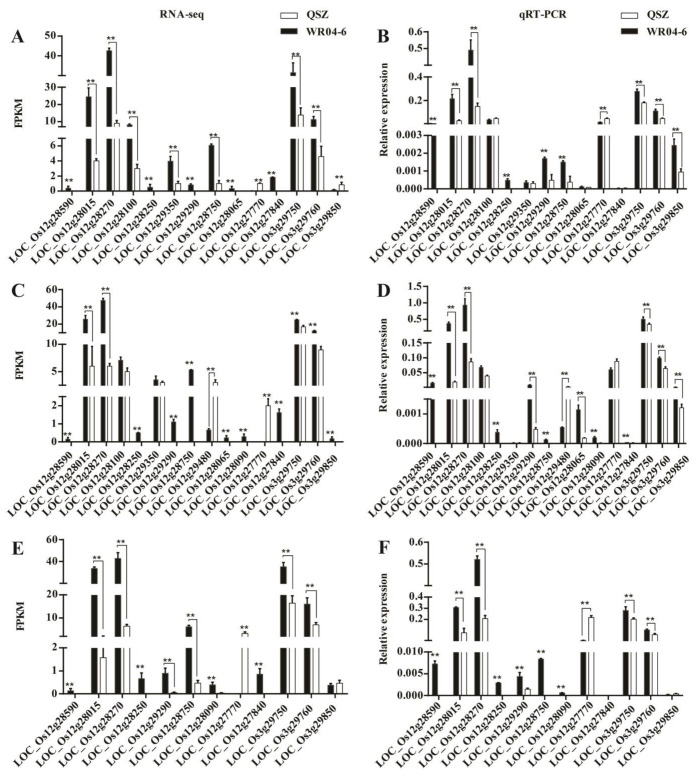
Expression level analysis of DEGs between WR04-6 and QSZ in the mapping intervals. (**A**,**B**) The expression level of DEGs at 10 °C for 10 DAI. (**C**,**D**) The expression level of DEGs at 10 °C for 12 DAI. (**E**,**F**) The expression level of DEGs at 10 °C for 14 DAI. Error bars represent SD (*n* = 3). The statistical significance was determined via Student’s *t*-test. **, *p* ≤ 0.01.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/ (accessed on 16 January 2023) GSE222929.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12040871/s1, Figure S1: The heatmap of Pearson correlation between samples; Figure S2: Summary of DEGs; Figure S3: Enrichment analyses of total DEGs (WR04-6 vs. QSZ); Table S1: Overview of sequencing data quality control; Table S2: qRT-PCR Primer. Table S3: List of candidate genes.

# Supplementary material for: Transcriptomic and QTL Analysis of Seed Germination Vigor under Low Temperature in Weedy Rice WR04-6
**Source:** Plants (Basel). 2023 Feb 15;12(4):871. doi: 10.3390/plants12040871
**Supplement:** Supplementary file 1

Table S1. Overview of sequencing data quality control.

| Sample   | Raw Data  |      | Valid Data |      | Valid Ratio<br>(reads) | Q20%  | Q30%  | GC content% |
|----------|-----------|------|------------|------|------------------------|-------|-------|-------------|
|          | Read      | Base | Read       | Base |                        |       |       |             |
| QSZ_10d2 | 34344004  | 5.15 | 28565856   | 4.28 | 83.18                  | 99.92 | 96.91 | 53          |
| QSZ_10d3 | 35555362  | 5.33 | 32606178   | 4.89 | 91.71                  | 99.94 | 97.09 | 53          |
| QSZ_12d1 | 51916594  | 7.79 | 51458696   | 7.72 | 99.12                  | 99.92 | 97.05 | 53          |
| QSZ_12d2 | 48346492  | 7.25 | 47891396   | 7.18 | 99.06                  | 99.92 | 96.99 | 54          |
| QSZ_12d3 | 50291046  | 7.54 | 49861346   | 7.48 | 99.15                  | 99.93 | 97.10 | 54          |
| QSZ_14d1 | 50492880  | 7.57 | 50088782   | 7.51 | 99.20                  | 99.96 | 96.71 | 54.50       |
| QSZ_14d2 | 43699190  | 6.55 | 43288230   | 6.49 | 99.06                  | 99.92 | 96.81 | 54          |
| QSZ_14d3 | 41102810  | 6.17 | 40742252   | 6.11 | 99.12                  | 99.91 | 97.01 | 53          |
| WR_10d1  | 52667114  | 7.9  | 51589492   | 7.74 | 97.95                  | 99.93 | 97.07 | 50          |
| WR_10d2  | 53050928  | 7.96 | 52124358   | 7.82 | 98.25                  | 99.92 | 97.06 | 50          |
| WR_10d3  | 52241888  | 7.84 | 51037618   | 7.66 | 97.69                  | 99.92 | 96.32 | 50          |
| WR_12d1  | 52083670  | 7.81 | 51103902   | 7.67 | 98.12                  | 99.93 | 96.54 | 50          |
| WR_12d2  | 51578966  | 7.74 | 50319732   | 7.55 | 97.56                  | 99.95 | 96.53 | 50.50       |
| WR_12d3  | 53797474  | 8.07 | 52757812   | 7.91 | 98.07                  | 99.93 | 96.46 | 50          |
| WR_14d1  | 51391782  | 7.71 | 50517782   | 7.58 | 98.30                  | 99.93 | 96.42 | 49.50       |
| WR_14d2  | 43734482  | 6.56 | 42990932   | 6.45 | 98.30                  | 99.94 | 95.88 | 50          |
| WR_14d3  | 39272360  | 5.89 | 38578178   | 5.79 | 98.23                  | 99.94 | 95.81 | 50          |
| Total    | 805567042 | 121  | 785522542  | 118  | 97.18                  | 99.93 | 96.69 | 51.68       |

# Supplementary material for: Transcriptomic and QTL Analysis of Seed Germination Vigor under Low Temperature in Weedy Rice WR04-6
**Source:** Plants (Basel). 2023 Feb 15;12(4):871. doi: 10.3390/plants12040871
**Supplement:** Supplementary file 1

Table S2. qRT-PCR Primer.

| GeneID                       | Forward (5' to 3')       | TM(°C) | Reverse (5' to 3')        | TM(°C) | Amplification length(bp) |
|------------------------------|--------------------------|--------|---------------------------|--------|--------------------------|
| <i>LOC_Os03g50885(Actin)</i> | CAACACCCCTGCTATG<br>TACG | 60     | CATCACCAGAGTCCAA<br>CACAA | 60     | 92                       |
| <i>LOC_Os02g07160</i>        | AGGAGACAGGCCAAC<br>CTTTT | 60.1   | GAAGTGTAGGGGCTTG<br>CTTG  | 59.9   | 186                      |
| <i>LOC_Os03g29730</i>        | AAAGTTGAGGCGGTG<br>GTATG | 60.1   | ATTCTGGCCCTTTTCAG<br>GAT  | 59.9   | 177                      |
| <i>LOC_Os03g29750</i>        | CTGCTGGATACGGTGG<br>TTTT | 60     | TTGGCCCATCATGTTGT<br>AGA  | 60     | 218                      |
| <i>LOC_Os03g29760</i>        | TGCTGTTGCAAGAAAT<br>GGAG | 60     | GTGAGGTGTGTTGTCC<br>GTTG  | 59.9   | 201                      |
| <i>LOC_Os03g29850</i>        | GAGGGTAAGCTGAGC<br>AGCAC | 60.8   | AAGACGGAGTGGAAG<br>CAGAG  | 60     | 155                      |
| <i>LOC_Os04g41830</i>        | ACCACAGCTCCTCGAA<br>GAAA | 60     | CTGTTGGACCTCCAAT<br>TGCT  | 60.1   | 168                      |
| <i>LOC_Os04g43200</i>        | GGGCTTCAACGTGATT<br>GTTT | 60     | TAAACCTTCCCTCGTTG<br>TCG  | 60.1   | 173                      |
| <i>LOC_Os05g35690</i>        | TCCACATGGACAAGCT<br>TACG | 59.7   | GGTGGTCATGTTGGCG<br>TAG   | 60     | 181                      |
| <i>LOC_Os06g02490</i>        | TTGCCTGACACAATTT<br>CCAA | 60.1   | TGTAATCGGCCATAGC<br>TTCC  | 60.1   | 178                      |
| <i>LOC_Os07g29760</i>        | GACCGACGTCAAGATG<br>CAG  | 60.3   | GTCGCACTCCGTCTTCT<br>TCT  | 59.9   | 222                      |
| <i>LOC_Os08g10570</i>        | GGAAGCAATCGAACA<br>AAGGA | 60.2   | TGTTGCAATACCACCA<br>GCAT  | 60     | 155                      |
| <i>LOC_Os10g30450</i>        | AAGGAGCCCAAAGAG<br>GAGAC | 59.8   | GCTGAGCTTGTCTTG<br>AGGT   | 59.6   | 195                      |
| <i>LOC_Os12g27770</i>        | ATGGGCACATTGACTC<br>ATCA | 59.9   | CTCACGCTCCCTTTCTT<br>CAC  | 60     | 173                      |
| <i>LOC_Os12g27840</i>        | GCGGAATCGAAGGAG<br>AAGTA | 59.4   | CATCGTGATTCCCCAT<br>CTGT  | 60.7   | 205                      |
| <i>LOC_Os12g28015</i>        | AGATCCGACGGGAGG<br>AAG   | 60.2   | ATTTGCTGGCAAACAA<br>AAGG  | 60.1   | 187                      |
| <i>LOC_Os12g28065</i>        | CGATGGTCAGCTCCTT<br>CTTC | 60     | TGCGATGAACAATACG<br>TGCT  | 59.3   | 210                      |
| <i>LOC_Os12g28090</i>        | GAAGAAGGAGCTGAC<br>CATCG | 60     | TCACCATCATCCACCA<br>GAGA  | 60     | 204                      |
| <i>LOC_Os12g28100</i>        | ACTGCTCAAGCTACCC<br>CTGA | 60     | GGTGCTCGATGCCAAT<br>AAGT  | 60.1   | 208                      |

|                       |                          |      |                          |      |     |
|-----------------------|--------------------------|------|--------------------------|------|-----|
| <i>LOC_Os12g28250</i> | GGTTTCCAGTTCGTCG<br>GTTA | 60   | CATTGTGAGCTTGTCG<br>CACT | 60   | 175 |
| <i>LOC_Os12g28270</i> | GTTGGGGTTTGCTCCA<br>ATTA | 59.8 | AGAATGAGCAGCCAGC<br>AAAT | 60   | 166 |
| <i>LOC_Os12g28590</i> | AGGAAGAGAGACACG<br>GACGA | 60   | CATATATCCGCCCCAT<br>TTTG | 60   | 154 |
| <i>LOC_Os12g28750</i> | GTACACGGTGGACGTG<br>ATGA | 60.5 | TGGTGTACTCGAAGGA<br>GACG | 58.9 | 209 |
| <i>LOC_Os12g29290</i> | CTGCCCAATGTTGACA<br>TCAC | 60   | ACATTGGGCAGGCACT<br>AATC | 60.1 | 188 |
| <i>LOC_Os12g29350</i> | CAAGGACCTCCATTTC<br>CTCA | 60   | CCATTGCTGAAGATGT<br>GTGG | 60.2 | 215 |
| <i>LOC_Os12g29480</i> | AGGAAGACGACAACG<br>ACCAC | 60.2 | GACCACGTCCACCACC<br>TC   | 59.9 | 194 |

---

# Supplementary material for: Transcriptomic and QTL Analysis of Seed Germination Vigor under Low Temperature in Weedy Rice WR04-6
**Source:** Plants (Basel). 2023 Feb 15;12(4):871. doi: 10.3390/plants12040871
**Supplement:** Supplementary file 1

Table S3. List of candidate genes.

| GeneID                    | Description                                                                                     | Name                                |
|---------------------------|-------------------------------------------------------------------------------------------------|-------------------------------------|
| <i>LOC_Os03g2</i><br>9750 | Expressed protein                                                                               |                                     |
| <i>LOC_Os03g2</i><br>9760 | Heme activator protein gene, nuclear factor Y subunit A, CCAAT-box-binding transcription factor | <i>OsHAP2E, OsN</i><br><i>F-YA2</i> |
| <i>LOC_Os03g2</i><br>9850 | ZRT- and IRT-like protein, metal cation transporter                                             | <i>OsZIP2</i>                       |
| <i>LOC_Os12g2</i><br>7770 | Transposon protein, putative, CACTA, En/Spm sub-class, expressed                                |                                     |
| <i>LOC_Os12g2</i><br>7840 | Expressed protein                                                                               |                                     |
| <i>LOC_Os12g2</i><br>8015 | Expressed protein                                                                               |                                     |
| <i>LOC_Os12g2</i><br>8065 | Expressed protein                                                                               |                                     |
| <i>LOC_Os12g2</i><br>8090 | Expressed protein                                                                               |                                     |
| <i>LOC_Os12g2</i><br>8100 | NBS-LRR disease resistance protein, putative, expressed                                         |                                     |
| <i>LOC_Os12g2</i><br>8250 | Disease resistance protein RPM1, putative, expressed                                            |                                     |
| <i>LOC_Os12g2</i><br>8270 | Amidohydrolase, putative, expressed                                                             |                                     |
| <i>LOC_Os12g2</i><br>8590 | ATPase 2, putative, expressed                                                                   |                                     |
| <i>LOC_Os12g2</i><br>8750 | Homologues of tapetum determinant1                                                              | <i>OsTDL1A,</i><br><i>MIL2</i>      |
| <i>LOC_Os12g2</i><br>9290 | Disease resistance protein RGA3, putative, expressed                                            |                                     |
| <i>LOC_Os12g2</i><br>9350 | ATP binding protein, putative, expressed                                                        |                                     |
| <i>LOC_Os12g2</i><br>9480 | SAM domain containing protein, putative, expressed                                              |                                     |

How the deposited data were processed for this re-analysis (not part of the article)

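Germinating seeds of the weedy rice WR04-6 and the cultivated rice QSZ were sampled by the authors at 10 °C at 10, 12 and 14 DAI. There were 9 libraries of WR04-6, 3 per time point, and 8 of QSZ, 2 at 10 DAI (replicates 2 and 3) and 3 at each of the other time points. Poly(A) RNA was sequenced in pairs of 150-base reads from strand-specific libraries, and the authors removed low-quality reads and mapped the rest to the rice genome of Phytozome, with gene names of MSU version 7.0. The aligner, the counting program and their versions are not given in the sources used here.

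The deposited FPKM values are fragments per kilobase of transcript scaled by the authors to the mapped fragments of each library, 1 value per gene and library, with replicates kept apart. The deposited estimated counts are whole numbers that the authors did not scale for depth, and they follow coverage. Within a gene, the ratio of estimated count to FPKM was the same in every library apart from 1 factor per library, with an SD of 0.0359% over the 12156 genes with more than 200.0 counts in each library. The totals exceed the valid reads of Table S1 by a factor of 1.17 to 1.39, and 4 was the most frequent low count in all 17 libraries. A count of 4 was therefore taken as about 1 fragment. The table lists 23223 genes, each above 0 in at least 1 library, with positions, descriptions, GO terms and KEGG pathways, which were used as given.

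Library totals ranged from 33280479 to 72494532 estimated counts. The 2 libraries of QSZ at 10 DAI had the lowest totals, so its values are the least precise. A gene at 0 in a group allows up to 3 fragments, or 12 estimated counts, over the group, and folds against such a group are given as lower bounds that cover counting error only.

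Estimated counts were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, 6 groups in 1 model, common dispersion 0.113) in R 4.3.3. Genes with an FPKM of at least 0.1 in at least 2 libraries were kept, which left 21949. P-values were adjusted by the BH method over these genes, and a DEG had an adjusted p below 0.05 and a log2 fold change of at least 1 in either direction. Standard errors given for edgeR are the absolute log2 fold change divided by the square root of F. They are approximate, above all where a group is at or near 0. The accessions were compared at each time point and averaged over the time points, the time points were compared within each accession, and the change of the accession difference over time was tested as an interaction over both time terms. The plan written before the data were examined named limma on log2(FPKM + 0.1) as the test. When the table turned out to hold estimated counts, edgeR became the main test, and limma 3.58.1 was kept as an alternative.

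PCA used log2(FPKM + 0.1) centred by gene, and correlations between libraries were Pearson's r of the same values. Terms named by the authors were tested by Fisher's exact test, one-sided, with BH adjustment over 14 terms in each direction and time point. Single genes were also tested by permuting the accession labels within time points over 4000 assignments, which allow no p below 0.00025, and the number of DEGs was recounted for other splits of the libraries. The QTL intervals were read from Figure 6D and filled with the genes listed between their ends.

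The genes named in the text are mainly those the authors name and those picked by a rule written before the data were examined. The rule took the 5 highest and 5 lowest averaged log2 fold changes among DEGs of the same direction at all 3 time points. It also required no overlap between the libraries of the accessions and a mean FPKM of at least 10 in 1 accession. Further genes of the QTL intervals and of the α-amylase group were named after their values were seen. The values of the genes in the paper's own figures and tables had been seen. OsHSP23.7 was left out, because the description of its gene in the deposited table is that of another heat shock protein.

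Alternatives set before the data were examined were limma with pseudocounts of 0.1, 1 and 0.01, other filters, median-ratio and quantile scaling, each time point alone, a replicate block, other limits on p, the log2 ratio of mean FPKM, and each library left out in turn. Where a library of QSZ at 10 DAI is left out, the lone library is assumed to vary like the other groups. DESeq2 1.42.0, library totals without TMM, counts divided by 4, the filterByExpr filter, and expression above 0 in at least 1 library were added after seeing the data. The main test was tried on simulated data with 200.0 changed genes, of which edgeR recovered 78.0%, with 1.9% false calls. For limma the shares were 78.5% and 1.9%, and for DESeq2 they were 88.5% and 21.3%. The changed genes were not near 0, and all other genes had the same simulated mean in every group. In the deposited data 40.8% of the tested genes were DEGs, and the split of DEGs moved with the scaling. The simulation has no such shift between the accessions, so its rates do not carry over to these calls. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.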

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

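The tests of a single QSZ library out of line, of the scaling of the change over time, of the direction that separates the accessions and of 14 against 12 DAI were chosen after the result was seen, as were DESeq2 and library totals without TMM.

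The difference between the accessions changed with time in 1970 genes (edgeR interaction test, BH-adjusted p below 0.05). These genes are listed because an effect differed between time points. Of 100 assignments of the time labels within the accessions, 1 gave as many, which is the real one, and the largest other gave 298. Between 10 and 12 DAI, the difference changed in 3241 genes with a BH-adjusted p below 0.05 in edgeR, between 12 and 14 DAI in 101 and between 10 and 14 DAI in 2. With a log2 change of at least 1 required too, edgeR's numbers were 1867, 86 and 2, in that order. Between 10 and 14 DAI, 3183 genes had an unadjusted p below 0.05, and DESeq2 called 369 and limma 1, to be read against edgeR's numbers with both limits. Between 12 and 14 DAI, these numbers were 3773, 714 and 77.

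Within QSZ, 2914 genes were DEGs between 12 and 10 DAI (1219 higher and 1695 lower at 12 DAI) and 355 between 14 and 10 DAI. Within WR04-6, the numbers were 6 and 53. The paper compares the accessions and not the time points, so these are signals in data it did not analyse. Unadjusted p-values below 0.05 in edgeR numbered 8763 and 4960 in QSZ and 1959 and 2096 in WR04-6. DESeq2 called 3440 and 751 in QSZ and 112 and 322 in WR04-6, and limma on log2(FPKM + 0.1) called 3277 and 398 in QSZ and 6 and 149 in WR04-6. In WR04-6, 1 of 10 splits gave as many DEGs for 12 vs. 10 DAI and 1 of 10 for 14 vs. 10 DAI, each being the real one. With 10 splits no p below 0.1 is possible, so the splits alone do not exclude chance for these WR04-6 counts.

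The tables argue against several technical causes of the change in QSZ between 10 and 12 DAI. With all libraries thinned to the smallest total, 2959 DEGs were called, so lower depth at 10 DAI does not explain it. Without each library in turn, the lowest number was 2273, without QSZ 12 DAI replicate 3. With library totals without TMM, it was 3015. Of the QSZ libraries of 10 and 12 DAI, 0 were closer to the other group. This decides nothing here, because an exchange would make the groups more alike and lower the number of DEGs. Along the direction that separates the accessions at 14 DAI, the QSZ libraries of 12 DAI had scores of 134.3 to 145.1 and those of 10 DAI 113.1 and 133.7 (exact permutation p = 0.1, the lowest that 10 assignments allow), so whether QSZ shifted along it stays open. Pearson's r across genes was 0.0821, and for the change in WR04-6 it was -0.0120, so little of the change over genes ran along this direction. Other causes stay open and were not tested. They are the lower share of valid reads in the QSZ libraries of 10 DAI (83.18% and 91.71%), a difference in library preparation, GC content, and a biological change in QSZ with time.

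Among the genes named by the authors, 9 had an accession difference that changed with time in edgeR's interaction test. BH-adjusted p was 0.0217 for OsMFT2, 0.0385 for OsNCED5, 0.0103 for qEPD2, 0.0442 for qLTG3-1, 0.0373 for OsWRKY71, 0.0116 for OsPYL3, 0.0270 for LOC_Os12g28100, 0.0343 for LOC_Os12g28270 and 0.0154 for LOC_Os12g29350. Without each of the 17 libraries in turn, p stayed below 0.05 in all 17 fits for qEPD2 and OsPYL3, in 16 for LOC_Os12g29350, 15 for OsMFT2, 13 for LOC_Os12g28100, 10 for OsWRKY71, 9 for LOC_Os12g28270, 6 for OsNCED5 and 3 for qLTG3-1. The same open causes apply to them, since they share the libraries of QSZ at 10 and 12 DAI.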

How the results depend on the processing

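DESeq2, library totals without TMM, counts divided by 4, the filterByExpr filter and expression above 0 in at least 1 library were chosen after seeing the data. The other alternatives were set before the data were examined.

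The alternatives were run for 50 named genes, without those named after their values were seen. Among these 50, no called log2 fold change changed its sign. Values that were not called changed sign under 1 or more alternatives or without a library for OsVP1, OsNCED5 and OsLti6a at 10 DAI, OsDREB1A at 10 and 12 DAI, qLTG3-1 and Actin at 10 and 14 DAI, OsAmy3D at 14 DAI and LOC_Os12g29350 at 12 and 14 DAI. Whether more DEGs were up- or down-regulated also changed, at 10 DAI from 2660.0 and 2509 to 2538 and 2632 with median-ratio scaling of the counts, at 12 DAI from 3582 and 2897 to 3204 and 3622 with quantile normalization, and at 14 DAI from 2297 and 2383 to 3635 and 1830.0 with limma on log2(FPKM + 0.1).

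Among values that summarise a comparison, under alternatives other than a left-out library, 341 stayed the same and 47 moved. Counts of genes were taken as the same within 1.5 times. The 3916 up-regulated DEGs at 10 DAI in limma on log2(FPKM + 0.1) thus counted as the same as 2660 in edgeR. Correlations had a narrower limit, and the median r between accessions of 0.872 against 0.840 counted as moved. Of the single-gene and single-term values, 2853 stayed on their side of the threshold, 117 passed it and 61 fell below it. Without each library in turn, the numbers were 2470, 28 and 52. Limma on log2(FPKM + 1) changed most calls of named genes, with 8 gained and 20 lost.

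With limma on log2(FPKM + 1), down-regulated DEGs numbered 1431, 1357 and 1276 at 10, 12 and 14 DAI, DEGs averaged over time 3775, candidate genes with a call 8, 6 and 6, DEGs in qLTGW3 3 and in qLTGW12 8, and DEGs in WR04-6 15 for 12 vs. 10 DAI and 165 for 14 vs. 10 DAI. With limma on log2(FPKM + 0.1), up-regulated DEGs numbered 5496 at 12 DAI and 3635 at 14 DAI, up-enriched pairs of term and time point 5, and DEGs in WR04-6 for 14 vs. 10 DAI 149. With a pseudocount of 0.01 the up-regulated DEGs were 5686 and 3579 and the latter number 88. Limma without intensity trend gave 5457 and 3585 up-regulated DEGs, 1170 genes with an interaction and 128 for WR04-6 at 14 vs. 10 DAI. Median-ratio scaling in limma gave 5 up-enriched pairs, and 138 for WR04-6 at 14 vs. 10 DAI, and quantile normalization gave 16 for WR04-6 at 12 vs. 10 DAI and 188 at 14 vs. 10 DAI. Library totals without TMM gave 3492 up-regulated DEGs at 14 DAI and 5 up-enriched pairs. DESeq2 gave 4188 genes with an interaction, 751 DEGs in QSZ at 14 vs. 10 DAI, and 112 and 322 in WR04-6 at 12 and 14 vs. 10 DAI. With only genes of FPKM at least 1 in at least 2 libraries, 7 candidate genes were called at 12 DAI and 7 at 14 DAI, since low genes are not tested. For these settings the cause was not tested, apart from the filter.

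A replicate block gave 156 DEGs in QSZ at 14 vs. 10 DAI, and 0 and 31 in WR04-6 at 12 and 14 vs. 10 DAI. Same-numbered replicates of the accessions had deviations that correlated with r of -0.202 to 0.232, above 0.1 in 3 of 8 pairs. PC1 held 46.5% with genes scaled and 77.5% on the linear scale. On the linear scale, the median r was 0.948 within groups, 0.931 between time points and 0.609 between accessions. Between accessions it was 0.872 with a pseudocount of 1, 0.761 with FPKM of at least 1 and 0.866 for Spearman's correlation. The variation of Actin was 20.7% with median-ratio scaling. All 25 genes listed in qLTGW12 were above 0 in at least 1 library. The cause was not tested.

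Without 1 library, the number of genes with an interaction ranged from 433 without WR04-6 12 DAI replicate 2 to 3125 without QSZ 12 DAI replicate 1. It was 560.0 without WR04-6 12 DAI replicate 3, 866 without WR04-6 10 DAI replicate 2, 887 without QSZ 10 DAI replicate 2, 1090.0 without QSZ 12 DAI replicate 3, 1156 without QSZ 10 DAI replicate 3 and 1265 without WR04-6 10 DAI replicate 3. DEGs in QSZ at 14 vs. 10 DAI ranged from 61 without QSZ 14 DAI replicate 1 to 596 without QSZ 14 DAI replicate 2, with 70.0 and 117 without QSZ 10 DAI replicates 2 and 3. In WR04-6 at 12 vs. 10 DAI, the range was 0 to 7, with 0 without WR04-6 12 DAI replicate 1 or 2, 1 without WR04-6 12 DAI replicate 3 or WR04-6 14 DAI replicate 3, and 2 without WR04-6 10 DAI replicate 1, WR04-6 14 DAI replicate 1 or QSZ 12 DAI replicate 2. In WR04-6 at 14 vs. 10 DAI, it was 6 without WR04-6 10 DAI replicate 2 to 122 without WR04-6 10 DAI replicate 3, with 8 without WR04-6 10 DAI replicate 1, 17 and 21 without WR04-6 14 DAI replicates 2 and 1, 25, 31 and 34 without WR04-6 12 DAI replicates 1, 2 and 3, 26 and 84 without QSZ 12 DAI replicates 2 and 3, and 30.0 and 32 without QSZ 14 DAI replicates 2 and 3. The other counts of DEGs and candidate genes stayed within 1.5 times in each of the 17 fits. DESeq2 gave no adjusted p for OsGSR1, so it has no value there. The cause was not tested.

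Depth limits genes with few fragments. LOC_Os12g28590 had 289 estimated counts in all 9 WR04-6 libraries, OsDREB1D 228 and LOC_Os12g28065 165, and the calls of OsDREB1D and LOC_Os12g28065 changed without single libraries.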

Differences from the paper's values

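DESeq2, library totals without TMM and expression above 0 in at least 1 library were chosen after seeing the values.

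The paper's number of expressed genes in qLTGW12 is 25, and 13 had a mean FPKM of at least 1. With a mean FPKM of at least 0.1 it was 19, which is within 1.5 times, and with 0.5 and 5 it was 15 and 9, which are not. Expression above 0 in at least 1 library, chosen after seeing the values, gave 25. Each of the 25 listed genes is above 0 in at least 1 library, so this criterion returns all listed genes and does not test the number.

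The paper's number of DEGs in qLTGW3 is 3, and 5 were called. Limma on log2(FPKM + 1) gave 3. Limma on log2(FPKM + 0.1), a filter of FPKM at least 1 in at least 2 libraries, the log2 ratio of mean FPKM, and the fits without QSZ 10 DAI replicate 2 or 3 gave 4, which is within 1.5 times. Library totals without TMM, chosen after seeing the values, also gave 4 and lost 4 of the calls of named genes. With median-ratio scaling, each time point alone, a replicate block and unadjusted p the number was 5, as with DESeq2, and the other fits without 1 library gave 5 or 6.

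The paper's numbers of DEGs of ABA metabolism and signaling, of GA metabolism and signaling and of cold response are 62, 28 and 35. By the names of GO terms, a wider group than the paper's, 224, 60.0 and 123 genes were DEGs. The paper's number for starch catabolism, response to ABA and response to cold is 146, against 223, and its number for synthesis or signal transduction of ABA and GA is 88, against 266. In limma on log2(FPKM + 0.1) the 5 numbers were 245, 69, 142, 246 and 296, and with median-ratio scaling 223, 58, 124, 224 and 265. They were 234, 62, 130.0, 239 and 278 in DESeq2 and 227, 61, 138, 233 and 273 with library totals without TMM. None of these was within 1.5 times.

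The paper's FPKM of LOC_Os12g28750 in QSZ is about 1.0 at 10 DAI and about 0 at 12 DAI in Fig. 7, read by eye, against 0.502 and 0.265. The paper's FPKM of LOC_Os03g29850 is about 0.1 in WR04-6 at 10 DAI, about 0 in QSZ at 12 DAI and about 0.4 in WR04-6 at 14 DAI in Fig. 7, read by eye, against 0.171, 0.377 and 0.178. Without QSZ 10 DAI replicate 2, LOC_Os12g28750 in QSZ at 10 DAI rests on 1 library, at 0.778, which is within 1.5 times, and without replicate 3 it was 0.227. With median-ratio scaling of the FPKM, LOC_Os12g28750 was at 0.516 and 0.312 in QSZ at 10 and 12 DAI, and the values of LOC_Os03g29850 were 0.151, 0.453 and 0.157. Without single libraries of each group, LOC_Os12g28750 in QSZ at 12 DAI ranged from 0.208 to 0.297, and LOC_Os03g29850 from 0.156 to 0.193, 0.287 to 0.458 and 0.142 to 0.217. Where the paper's value was read as about 0, in QSZ at 12 DAI, no value above 0 can be within 1.5 times, so this limit decides nothing there. For the other values, none but 0.778 was within 1.5 times.

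The paper states more up- than down-regulated DEGs at each time point. The same held at 10 and 12 DAI, while 2297 were up-regulated and 2383 down-regulated at 14 DAI. More were up-regulated at 14 DAI in limma on log2(FPKM + 0.1), with 3635 and 1830.0, in limma with pseudocounts of 1 and 0.01 and without intensity trend, and with the log2 ratio of mean FPKM. Library totals without TMM, chosen after seeing the values, gave 3492 and 1745 and lost 4 of the calls of named genes. At 10 DAI more were down-regulated with median-ratio scaling of the counts (2538 up and 2632 down), median-ratio scaling in limma (2691 and 2701), quantile normalization (2596 and 2870.0), unadjusted p (2887 and 2903) and DESeq2 (2720.0 and 2826), and at 12 DAI with quantile normalization (3204 and 3622).

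The paper states that qLTG3-1 was higher in WR04-6 at 12 and 14 DAI. At 12 DAI it was, and at 14 DAI the log2 fold change was 0.01 (edgeR, BH-adjusted p = 0.990). Quantile normalization in limma called it at 14 DAI, with 1.39.

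The paper states that the GA-related and cold-related genes were higher in WR04-6. Of the 5 GA-related genes, 4 were called at 1 or more time points, and of the 4 cold-related genes 2 were. OsGA2ox5 had log2 fold changes of 0.69, 2.32 and 2.07 and was called at 12 and 14 DAI by limma on log2(FPKM + 0.1), with median-ratio and quantile scaling in limma, without intensity trend, and without QSZ 12 DAI replicate 1, at 12 DAI with a pseudocount of 0.01, and at 14 DAI with that time point alone and without QSZ 12 DAI replicate 3. OsLti6a, with -0.82, 1.17 and 0.30, was called at 12 DAI by limma with each pseudocount and without intensity trend, with that time point alone, and without WR04-6 10 DAI replicate 1 or 3, WR04-6 12 DAI replicate 1 or QSZ 10 DAI replicate 2. At 10 DAI it was called lower in WR04-6 without WR04-6 10 DAI replicate 1, with -1.61. OsDREB1A, with 1.40, -0.62 and 1.97, was called at 14 DAI with that time point alone. Of the settings chosen after seeing the values, DESeq2 called OsGA2ox5 and OsLti6a at 12 DAI and lost 0 calls of named genes among those it gave an adjusted p (all but OsGSR1), library totals without TMM did the same and lost 4, and counts divided by 4 called OsGA2ox5 and lost 1.

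The paper states that OsPYL3 was higher in WR04-6. That was so at 12 DAI, with a log2 fold change of 1.23, and at 10 DAI it was lower, with -0.72 (edgeR, BH-adjusted p = 0.0158). The paper proposes a role of LOC_Os03g29760 from a difference in its expression between the accessions, and its log2 fold changes were 0.83, 0.39 and 0.91. It was called at 10 and 14 DAI by limma with pseudocounts of 0.1 and 0.01 and without intensity trend and with the log2 ratio of mean FPKM, and at 14 DAI with a pseudocount of 1 and without WR04-6 14 DAI replicate 3. Library totals without TMM, chosen after seeing the values, called it at 10 and 14 DAI and lost 4 other calls.

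The paper names 14 terms for its DEGs, and 10 were enriched at 1 or more time points. Embryo development ending in seed dormancy, response to salt, response to auxin and plant hormone signal transduction were not. Response to auxin and plant hormone signal transduction were enriched among up-regulated DEGs at 12 DAI in 4 and 3 of 8 alternatives, and the latter with DEGs of both directions pooled and, among down-regulated DEGs at 14 DAI, in DESeq2, which was chosen after seeing the values.

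The paper states that LOC_Os12g28065, LOC_Os12g28100 and LOC_Os12g29350 were expressed at 10 and 12 DAI, LOC_Os12g28090 at 12 and 14 DAI and LOC_Os12g29480 at 12 DAI. In WR04-6, FPKM at 14 DAI was 0.172 ± 0.024 (SD, n = 3) for LOC_Os12g28065, that of LOC_Os12g28090 at 10 DAI was 0.338 ± 0.126 (SD, n = 3), and the other 3 genes were above 0 at each time point.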

Other observations

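The tests of reads of RAmy1A on other α-amylase genes and library totals without TMM were chosen after the values were seen.

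With library totals without TMM, more DEGs were up- than down-regulated. A few abundant transcripts take a larger share of the QSZ totals, and with the 50 most abundant genes left out of the totals the up-regulated share at 12 DAI was 64.4%, against 63.8% halfway to the share under TMM and a spread of 4.68 points without single libraries. At 10 and 14 DAI it was 55.2% and 54.3%, against 57.6% and 57.9% halfway. Because the values at 12 DAI lie within the spread, this explanation and others cannot be told apart. A true excess of higher genes in WR04-6 also stays open and was not tested.

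At 0 in all QSZ libraries and with a mean FPKM of at least 1 in WR04-6 were 303 genes, and 34 were the other way. Of these 337 genes, 51 pairs were adjacent in the gene order, against a mean of 4.98 and a highest value of 15 in random draws of as many genes. Adjacent absence fits sequence of an accession that differs from the reference or is missing in blocks. Whether these genes are absent from the genome or silent was not tested, and LOC_Os12g27840 may be such a gene. Of the genes ranked by fold change, LOC_Os02g12480, LOC_Os06g38210, LOC_Os01g57250 and LOC_Os01g35580, at 0 in QSZ, are among the 337. So are LOC_Os06g24990, LOC_Os01g36820, LOC_Os08g35305 and LOC_Os06g08041, at 0 in WR04-6. LOC_Os12g28250 and LOC_Os12g28590 were also at 0 in all QSZ libraries. Their FPKM was below 1 in each WR04-6 library, so they were not among the 337 genes. The same question stays open for them.

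RAmy1A was lower in WR04-6. The summed FPKM of all 7 α-amylase genes had a log2 ratio of -0.99 (-1.17 to -0.87 without single libraries), next to the limit of -1 set for this test. With TMM scaling it was -1.29 (-1.46 to -1.16), past the limit. The outcome depends on the scaling, so reads shared between the genes and lower expression cannot be told apart by the sum. The summed FPKM of the other 6 genes was lower and not higher in WR04-6 (difference -89.8, and -141 to -30.9 without single libraries), while RAmy1A was lower by 394. Single genes went both ways. In mean FPKM, LOC_Os09g28400 (95.0 against 42.8) and LOC_Os01g51754 (7.14 against 4.94) were higher in WR04-6. LOC_Os08g36900 (355 against 480), OsAmy3D and LOC_Os09g28420 were lower, and LOC_Os06g49970 was about equal. The lower sum argues against reads of RAmy1A counted on the other genes as a group. Whether some were counted on a single gene was not tested. Sequence of WR04-6 that differs from the reference in RAmy1A was not tested, and a biological difference stays open.

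Actin differed between the accessions at 12 DAI, and the larger BH-adjusted p in edgeR under TMM and median-ratio scaling was 0.00305, which argues against scaling as the cause. Other causes were not tested.

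The interval qLTGW12 holds 14 DEGs among 21 tested genes. Of 21709 stretches of 21 consecutive tested genes, 2.80% held as many, with a median of 8, so this interval is richer in DEGs than most. For qLTGW3, 29.6% of the stretches of its size held as many. No biological explanation was tested.

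DEGs between the accessions were recounted for other splits of the libraries. At 12 DAI and at 14 DAI, 1 of 10 splits gave as many, which is the real one, and the largest other count was 0 and 2. With 10 splits no p below 0.1 is possible, so at a single time point the splits alone do not exclude chance. Averaged over the time points, 1 of 100 splits gave as many, and the largest other was 3412, which argues against chance. At 10 DAI, QSZ has 2 libraries and no such count was made.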
